# *Laminaria japonica* polysaccharide mitigates acute neuroinflammation in cerebral ischemia-reperfusion injury through Csf3-modulated pathways

**DOI:** 10.3389/fimmu.2026.1801746

**Published:** 2026-04-23

**Authors:** Tangming Guan, Siyu Chen, Dongbo Jiang, Weiming Cai, Huayan Chen, Yan Wang, Kefeng Wu, Xin Zhou

**Keywords:** cerebral ischemia/reperfusion (I/R) injury, CSF3, Laminaria japonica polysaccharide (LJP), neuroinflammation, neuroprotection

## Abstract

**Introduction:**

Microglial hyperactivation-driven neuroinflammation is a major driver of secondary brain injury following cerebral ischemia/reperfusion (I/R), yet effective therapies targeting this pathological process remain limited. Marine-derived sulfated polysaccharides have emerged as promising anti-inflammatory agents, but the therapeutic potential and mechanisms of Laminaria japonica polysaccharide (LJP) in cerebral I/R injury are poorly understood.

**Methods:**

LJP was isolated from Laminaria japonica and structurally characterized via high-performance gel permeation chromatography (HPGPC), Fourier-transform infrared (FT-IR) spectroscopy, and ion chromatography. Its neuroprotective effects were evaluated in a mouse model of transient middle cerebral artery occlusion (tMCAO), with assessments of infarct volume, neurological function, and neuroinflammatory markers. Cross-species transcriptomic analysis identified potential targets, which were validated through *in vivo* and *in vitro* functional assays (rescue experiments with recombinant Csf3 and neutralization assays with Csf3-specific antibodies).

**Results:**

Structural characterization confirmed LJP is enriched in fucose, galacturonic acid, glucuronic acid, and sulfate groups. In tMCAO mice, LJP administration reduced infarct volume, improved neurological function, and suppressed microglial pro-inflammatory polarization, accompanied by decreased levels of interleukin-1b (IL-1b), tumor necrosis factor-α (TNFα), and interleukin-6 (IL-6). Transcriptomic analysis identified granulocyte colony-stimulating factor (Csf3/G-CSF) as a potential LJP-regulated mediator. Recombinant Csf3 partially reversed LJP’s protective effects, while Csf3-specific antibodies failed to enhance LJP’s anti-inflammatory benefits, suggesting Csf3 as an important contributory mechanism.

**Discussion:**

These findings demonstrate that LJP mitigates acute neuroinflammation post-I/R at least partly through Csf3 suppression, highlighting its promise as a novel phytotherapeutic agent for ischemic stroke.

## 1 Introduction

Ischemic stroke is a leading cause of death and long-term disability worldwide, initiates pathological neuroinflammatory cascades that worsen secondary brain injury (1, 2). Central to this process are microglia—the CNS-resident immune cells—which rapidly adopt a pro-inflammatory phenotype post-ischemia, releasing cytotoxic cytokines (e.g., IL-1b, TNFα, IL-6) that drive neuronal apoptosis and hinder functional recovery (3–6). Although thrombolytic agents restore cerebral blood flow, their narrow therapeutic window and inability to address neuroinflammation underscore the urgent need for complementary therapies targeting post-reperfusion injury.

Marine-derived sulfated polysaccharides, particularly fucoidans from brown algae, have gained attention for their immunomodulatory precision and low systemic toxicity (7, 8). Laminaria japonica, a nutrient-rich seaweed traditionally consumed in East Asia, produces a fucoidan-like polysaccharide (LJP) with well-documented antioxidant, antitumor, and immunomodulatory properties (9–11). For instance, Fang et al. demonstrated that LJP modulates macrophage polarization to attenuate inflammatory responses, supporting its potential as an anti-inflammatory agent (12). Despite these attributes, LJP’s therapeutic potential in cerebral ischemia/reperfusion (I/R) injury remains unexplored, particularly its capacity to regulate microglial inflammatory signaling—a key driver of secondary brain damage.

Emerging clinical evidence implicates granulocyte colony-stimulating factor (Csf3/G-CSF)—a cytokine classically associated with neutrophil production—as a dual-edged mediator in stroke pathology (13–17). While essential for hematopoietic recovery, accumulating evidence indicates that Csf3 overexpression in the acute or subacute phase post-stroke correlates with exacerbated neuroinflammation and poor patient outcomes. This detrimental effect is likely mediated through promoting microglial activation, neutrophil adhesion, and diapedesis (17, 18). In contrast, studies suggesting neuroprotective effects of Csf3 primarily focus on chronic phases, highlighting the context-dependent role of this cytokine in stroke pathology. Notably, no marine polysaccharides, including conventional fucoidans, have been linked to specific Csf3 modulation in acute ischemic stroke.

Here, we hypothesized that LJP alleviates cerebral I/R injury by modulating Csf3-mediated neuroinflammatory pathways. Sulfated polysaccharides are well-documented to exert anti-inflammatory effects through interactions with cytokine signaling networks, and Csf3 is known to be robustly upregulated during the acute phase of stroke—findings that led us to reason Csf3 may serve as a potential molecular target of LJP. To test this, we employed a cross-species multi-omics approach, integrating transcriptomic profiling of murine I/R brains with human stroke datasets, which identified Csf3 as an LJP-regulated candidate linked to neuroprotective processes. Through comprehensive *in vivo* and *in vitro* functional validations, we show that LJP suppresses Csf3 expression, which in turn may disrupt microglial M1 polarization, attenuate oxidative stress, and preserve neuronal viability. These findings delineate a unique regulatory axis between LJP and Csf3 signaling in the context of ischemic stroke, offering a distinct mechanistic perspective that complements existing investigations on algal fucoidans, and supports the potential of LJP as a targeted marine-derived candidate for ischemic stroke intervention.

## 2 Materials and methods

### 2.1 Extraction and structural characterization of LJP

Extraction: Fresh *Laminaria japonica* (Zhanjiang, China) was thoroughly washed with running water, dried in an oven at 45 °C to constant weight, and ground into powder using an ultra-micro grinder (40-mesh sieve). The sieved powder was refluxed with petroleum ether (1,200 mL, solid-liquid ratio 1:30) at 50 °C for 2 h. After cooling, the supernatant was discarded, and the residue was dried at 50 °C to obtain defatted powder.

The defatted powder was mixed with distilled water (1,600 mL, solid-liquid ratio 1:40) and extracted at 85 °C for 3 h. The mixture was filtered through gauze, and the extraction was repeated three times. The combined filtrate was concentrated using a rotary evaporator. The crude polysaccharide solution was decolorized with activated carbon (1% w/v, 30 min) and deproteinized using the Sevag method (chloroform: n-butanol = 4:1, v/v). After centrifugation (6,000 rpm, 10 min), the supernatant was concentrated under reduced pressure. Ethanol was added to the concentrate to achieve 20% (v/v) ethanol concentration, followed by overnight precipitation at 4 °C. The precipitate was collected by centrifugation (6,000 rpm, 10 min), resuspended in 80% ethanol, and reprecipitated at 4 °C. The final precipitate was dissolved in distilled water and lyophilized to obtain purified LJP.

The phenol-sulfuric acid method was employed for the quantification of total sugar content in LJP. For the determination of other key components, the Bradford assay was used to measure protein levels, while the barium chloride-gelatin turbidity method was utilized for sulfate group quantification, and the carbazole-sulfuric acid method was applied to assess uronic acid content. To evaluate LJP purity, ultraviolet (UV) spectrophotometry (UV 2450, Shimadzu, Kyoto, Japan) was performed over the wavelength range of 200–400 nm, with specific attention to absorption peaks at 260 nm (nucleic acid marker) and 280 nm (protein marker) to rule out significant contamination by these impurities. Molecular weight distribution was determined via high-performance gel permeation chromatography (HPGPC; LC-10A, Shimadzu Ltd., Japan) equipped with a BRT105-103–101 tandem gel column. Functional group characterization was performed using Fourier-transform infrared (FT-IR) spectroscopy (Nicolet iS 5 FT-IR, Shanghai Lairui Scientific Instrument Co., Ltd.) over the spectral range of 4000–400 cm^-1^. For monosaccharide composition analysis, ion chromatography (ICS-5000, Thermo Fisher Scientific) was employed with a Dionex Carbopac™ PA20 column, using 15 mM sodium hydroxide (NaOH) as the mobile phase for elution.

### 2.2 Animal experiments

Male C57BL/6 mice (9–10 weeks old, 23–27 g) were acquired from Liaoning Changsheng Biotechnology Co., Ltd. They were housed in a controlled environment maintained at 22 ± 1 °C with 55 ± 10% relative humidity, under a 12 - hour light/dark cycle. All animal procedures complied with the National Institutes of Health Guide for the Care and Use of Laboratory Animals and were approved by the Animal Ethics Committee of Guangdong Medical University.

Transient Middle Cerebral Artery Occlusion (tMCAO) Model: Focal cerebral ischemia was induced via a 45 - minute transient middle cerebral artery occlusion (tMCAO), following established protocols (19, 20). To minimize variability from sex - related differences and optimize group sizes, only male mice were used. Mice were randomized into groups using a computer - generated random number sequence, with randomization and coding handled by an independent researcher not involved in data analysis—ensuring blinded experimentation. Surgeries and outcome assessments were performed by personnel unaware of group assignments.

Mice were excluded from endpoint analyses for reasons including death before the endpoint, poor health/drop - out scores (e.g., weight loss, abnormal behavior). Exclusion/inclusion details are in **Supplementary Table 1**. For tMCAO induction, mice were anesthetized with 4% isoflurane (induction) and 2% isoflurane (maintenance), with core temperature maintained at ~37 °C via a servo - controlled heating blanket. A silicon-coated monofilament (Doccol, 602256PK10, Sharon, MA, USA) was inserted to the left common carotid artery to occlude the middle cerebral artery origin for 45 minutes, followed by reperfusion through filament withdrawal. Stroke volumes were assessed 3 days post - tMCAO using TTC staining. Sample sizes were calculated based on preliminary data and literature (19, 21), with post - hoc power analysis (G*Power 3.1) confirming cohort sizes (n = 4–5 per group) provided >90% power to detect primary outcome differences (infarct volume, mNSS).

Pharmacological Interventions: LJP (purified Laminaria japonica polysaccharide, prepared as described in “Extraction and Structural Characterization of LJP”) was dissolved in sterile saline and administered intragastrically once daily for 14 consecutive days prior to tMCAO surgery, with treatment continued postoperatively. Three LJP doses were selected based on preliminary dose-finding data and prior reports (22) investigating the bioactivity of related marine sulfated polysaccharides in rodent models of cerebral ischemia: 100 mg/kg (LJP-L), 200 mg/kg (LJP-M), and 400 mg/kg (LJP-H). Animals in the sham and vehicle groups were administered equivalent volumes of sterile saline following the same dosing schedule. For Csf3 rescue experiments, LJP-treated mice received concurrent subcutaneous injections of recombinant murine Csf3 (250 μg/kg daily, PeproTech, 250-05) starting post-tMCAO. Three consecutive treatments were carried out at 2, 24 and 48 h after surgeries.

Behavioral Tests: Behavioral tests were performed before tMCAO and 72 h after tMCAO. The data of dead mice during the experiment were excluded.

Modified Neurological Severity Score (mNSS): Neurological function was evaluated using the modified Neurological Severity Score (mNSS), a composite scale ranging from 0 to 14 points—with 0 indicating normal neurological function and 14 representing the most severe deficits (23). The score integrates assessments of motor function, balance, and reflexes; one point was awarded for the inability to complete a test or the absence of a tested reflex, such that higher scores corresponded to more severe neurological injury.

Testing components and scoring criteria were as follows:

- Tail suspension test (3 points total): 1 point each for forelimb flexion, hindlimb flexion, or head deviation >10°from the vertical axis within 30 seconds.
- Floor walking test (3 points total): 0 points for normal walking; 1 point for inability to walk straight; 2 points for circling toward the paretic side; 3 points for falling toward the paretic side.
- Beam balance test (6 points total): 0 points for steady balance; 1 point for grasping the beam’s side; 2 points for hugging the beam with one limb falling off; 3 points for hugging the beam with two limbs falling off or spinning on the beam (>30 seconds); 4 points for attempting to balance but falling off (>20 seconds); 5 points for attempting to balance but falling off (>10 seconds); 6 points for falling off without attempting to balance or hang on (<10 seconds).
- Reflex assessment (2 points total): 1 point each for the absence of the pinna reflex (no head shake when touching the auditory meatus) or corneal reflex (no eye blink when lightly touching the cornea with cotton).

Foot-Fault Test: Mice were placed on a wire grid and recorded for 3 minutes. A foot fault was defined as a misplacement of the right forelimb or hindlimb through the grid. The fault rate (%) was calculated as (fault steps/total steps) × 100.

Adhesive Removal Test: To assess sensorimotor deficits, a 3×3 mm adhesive tape was affixed to the plantar surface of the forepaw. The time taken for the mouse to first sense (sensory latency) and completely remove the tape (removal time) was recorded, with a maximum cutoff of 2 minutes. Three trials were performed at 10-minute intervals, and the average latency and removal time were calculated. Prolonged latency or removal time indicates impaired somatosensory function.

TTC Staining: At 72 h post-tMCAO, brains were harvested, coronally sectioned (1 mm thickness), and incubated in 1% 2,3,5-triphenyltetrazolium chloride (TTC; Sigma-Aldrich, T8877) at 37 °C for 30 min. After fixation with 4% paraformaldehyde, unstained pale regions were identified as infarct areas.

Determination of stroke size (24): Infarct volume percentage was quantified in ImageJ by comparing intact ipsilateral versus contralateral hemispheric volumes across five consecutive sections (prepared as described in the TTC Staining section above).

Edema - corrected infarct volumes were calculated via planimetry (ImageJ software, NIH) using the formula (as referenced in 24):

$${\text{V}}_{\text{infarct}}(\%)\;={\text{ V}}_{\text{infarct}}/{\text{V}}_{\text{C}}\times \text{ (}1-({\text{V}}_{\text{I}}{\text{– V}}_{\text{C}})/{\text{V}}_{\text{C}})$$

V_I_ = volume of the ischemic (ipsilateral) hemisphere.
V_C_ = volume of the non - ischemic (contralateral) hemisphere.

This equation adjusts for edema by normalizing the infarct volume to the contralateral hemisphere, ensuring accurate quantification of tissue damage independent of post - ischemic swelling.

Fluoro-Jade C (FJC) Staining for Degenerating Neuron Quantification: Perfusion-fixed brains were cryosectioned into 20 μm coronal sections. Sections were incubated with anti-NeuN antibody (Abcam, ab177487, 1:1000) at 4 °C for 24 h, washed three times with PBS, then stained with freshly prepared Fluoro-Jade C solution (Biosensis, TR-100-FJ) for 10 min in the dark, with distilled water washes between steps. Sections were counterstained with DAPI, cleared in xylene, and mounted with DPX medium for imaging. Five standardized, non-overlapping 200 × 200 μm regions of interest (ROIs) were randomly selected in the peri-infarct region per brain section, with consistent ROI area across all samples. FJC^+^NeuN^+^ degenerating neurons within each ROI were counted via ImageJ.

### 2.3 Molecular biology assays

Cytokine Analysis: Ischemic brain hemispheres (n=4/group) were lysed in RIPA buffer containing protease inhibitors (Sigma, P2714) at 3 days post-tMCAO. Csf3 (Proteintech, KE10025), IL-1b (ExCell Bio, EM001), IL-6 (ExCell Bio, EM004), and Tnfα (ExCell Bio, EM008) levels were quantified using species-specific ELISA kits following manufacturer protocols.

qPCR: Total RNA was isolated with TRIzol (Invitrogen, 15596026) and reverse-transcribed (Takara, RR047A). SYBR Green-based qPCR (Takara, RR430A) was performed on a BioRad Opticon 2 system. Relative mRNA expression was calculated using the 2^−ΔΔCt^ method with *β*-actin normalization. Primers are listed in **Supplementary Table 2**.

Western Blot: Ischemic brain lysates (RIPA buffer, Beyotime, P0013B) were quantified by BCA assay (Beyotime, P0010S). Proteins (40 μg/lane) were separated by SDS-PAGE, transferred to PVDF membranes (Millipore), and probed with: Anti-Csf3 (Abcam, ab181053; 1:1000), Anti-IL1b (Affinity, AF5103; 1:1000), Anti-IL6 (Affinity, DF6087; 1:1000), Anti-Tnfα (Affinity, AF7014; 1:1000), Anti-β-tubulin (Cell Signaling, 2146; 1:1000), HRP-conjugated secondary antibodies (R&D Systems; 1:1000) were detected by chemiluminescence (Millipore), quantified using ImageJ (n=4/group).

Immunofluorescence Staining: Perfusion-fixed brains were cryosectioned at 20 μm thickness. Sections underwent sequential incubation with primary antibodies: anti-Iba1 (Wako, #011-27991; 1:300), anti-CD86 (Proteintech, #13395-1-AP; 1:300), followed by species-matched Alexa Fluor-conjugated secondary antibodies (Thermo Fisher; 1:1000). Quantification of Iba1^+^CD86^+^ dual-positive cells was performed in five non-overlapping 200 × 200 μm microscopic fields in peri-infarct regions. Blinded evaluators performed cell counts using ImageJ, applying co-localization criteria (>50% signal overlap).

### 2.4 Transcriptomics and bioinformatics

RNA Sequencing: Total RNA from ischemic hemispheres (n=4/group) was isolated using Magzol Reagent (Magen) and quantified via K5500 spectrophotometer (Kaiao) and Agilent 2200 TapeStation. Poly(A) + mRNA was enriched using NEBNext^®^ Poly(A) mRNA Magnetic Isolation Module (NEB), fragmented to ~200 bp, and processed with NEBNext^®^ Ultra™ RNA Library Prep Kit for Illumina. Libraries were validated using Agilent 2200 TapeStation and Qubit (Thermo Fisher), followed by paired-end 150 bp sequencing on Illumina platforms (Ribobio). Differentially expressed genes (DEGs) were identified using DESeq2 (|log_2_FC|>0.58, *p* < 0.01).

GEO Cross-Analysis: The human stroke dataset GSE162955 (GPL17586 platform, Affymetrix HTA-2.0) was analyzed to identify differentially expressed genes (DEGs) between infarct core (IC) and contralateral healthy (CL) regions using R package. DEGs were defined as genes with *p* < 0.05. Intersecting DEGs between human and mouse datasets were visualized via Venn diagrams.

### 2.5 *In vitro* studies

Cell Culture and OGD/R Model: BV2 microglia (Procell Life Science) were cultured in high-glucose DMEM supplemented with 10% FBS and 1% penicillin/streptomycin under standard conditions (37 °C, 5% CO₂). For OGD/R modeling, cells (5×10³/well in 96-well plates) were exposed to glucose/serum-free DMEM in a hypoxic chamber (1% O₂/5% CO₂/94% N₂, 37 °C, 6 h) followed by 24 h reoxygenation in normal glucose DMEM with 10% FBS. Experimental groups included: Control: Untreated cells in PBS; Vehicle: OGD/R + PBS; LJP-treated: OGD/R + LJP (12.5–200 μM, administered 2 h pre-OGD and sustained during reoxygenation); LJP + Csf3: LJP with recombinant Csf3 (50 ng/mL during reoxygenation, PeproTech, 250-05); LJP + Anti-Csf3: LJP with Csf3-neutralizing antibody (4 μg/mL, R&mD Systems, MAB414).

Cell Viability Assay: After reoxygenation, 10 μL CCK-8 reagent was added to each well and incubated for 2 h. Absorbance was measured at 450 nm using a microplate reader.

Reactive Oxygen Species (ROS) Detection: Cells were incubated with 10 μM DCFH-DA (Beyotime, China) for 30 min. Fluorescence intensity was quantified at Ex/Em 488/525 nm using a confocal microscope.

Immunofluorescence Staining: Fix the cells with 4% PFA at room temperature for 15 minutes. Use rabbit anti - Csf3 (abcam; ab181053; 1:400) as the primary antibody. Visualize the signal with fluorescence Alexa Fluor 555 secondary antibodies (1:1000; Thermo Fisher). Capture images of the cells using a confocal microscope and then process all the images with ImageJ software.

### 2.6 Statistical analysis

Data were presented as scattered dot plots, mean ± SD. Statistical comparisons between two groups were performed using Student’s t-test. For multi-group analyses, one-way or two-way ANOVA (parametric) was applied, followed by Tukey’s *post hoc* test for pairwise comparisons. All analyses were conducted with GraphPad Prism 9.0 (GraphPad Software, USA), and statistical significance was defined as *P* < 0.05.

## 3 Results

### 3.1 Preparation and structural characterization of LJP

LJP was isolated via a standardized protocol involving hot water extraction, sequential ethanol precipitation, and deproteinization to yield a purified fraction. High-performance gel permeation chromatography (HPGPC) analysis identified a major molecular weight component of 264,241 Da, indicating relative homogeneity of the isolated polysaccharide (**Figure 1A**). Quantitative analyses revealed that LJP contained 70.12% total sugar, 22.03% sulfate groups, and 7.81% uronic acid—key structural features implicated in the bioactivity of sulfated polysaccharides. Ultraviolet (UV) spectroscopy (200–400 nm) showed no detectable absorption at 260 nm (nucleic acid marker) or 280 nm (protein marker), confirming minimal contamination by nucleic acids or proteins (**Figure 1B**). Fourier-transform infrared (FT-IR) spectroscopy further validated LJP as a sulfated polysaccharide, with characteristic peaks corresponding to O–H stretching vibrations (3410 cm^-1^), carbonyl (C=O) groups (1609 cm^-1^), and sulfate ester (S=O) linkages (1246 cm^-1^) (**Figure 1C**). Ion chromatography (IC) was used to determine the monosaccharide composition, revealing that LJP consists of fucose (Fuc), galacturonic acid (GalA), glucuronic acid (GlcA), mannose (Man), and arabinose (Ara) in a molar ratio of 0.506:0.204:0.106:0.088:0.045 (**Figure 1D**; **Supplementary Table 3**). Notably, the monosaccharide profile of our isolated LJP exhibits subtle discrepancies compared to previously reported compositions (22), which may be attributed to variations in seaweed harvesting location, growth conditions, or extraction parameters.

**Figure 1:**
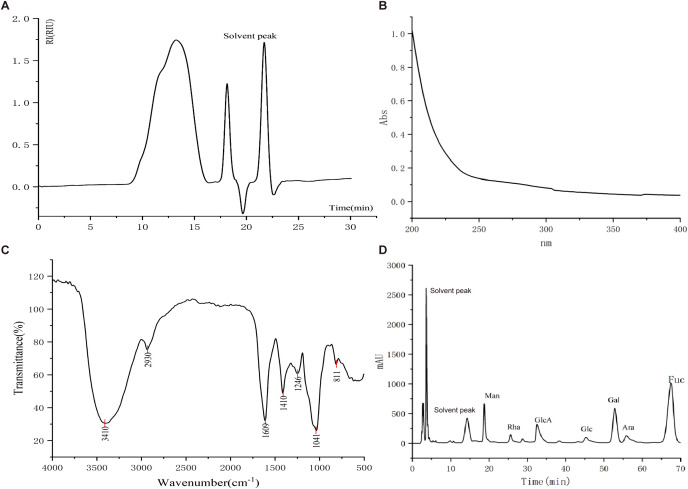
Structural characterization of Laminaria japonica polysaccharide (LJP). **(A)** HPGPC profile showing the major molecular weight peaks of LJP (264,241 Da). **(B)** UV absorption spectrum of LJP (200–400 nm), confirming the absence of protein/nucleic acid contamination. **(C)** FT-IR spectra identifying functional groups: O–H (3410 cm^-1^), C=O (1609 cm^-1^), and S=O (1246 cm^-1^). **(D)** Ion chromatography (IC) analysis of monosaccharide composition.

### 3.2 LJP improves neurological outcomes and reduces infarct volume

To evaluate the neuroprotective effects of LJP, behavioral assessments were conducted 72 hours post-tMCAO induction. LJP-M (200 mg/kg) and LJP-H (400 mg/kg) treated animals exhibited significant improvements in neurological function, as demonstrated by markedly reduced modified Neurological Severity Scores (mNSS) compared to vehicle controls (**Figure 2A**). While LJP-L (100 mg/kg) trended toward lower mNSS values relative to vehicle, this improvement did not reach statistical significance. TTC staining further revealed a substantial attenuation of ischemic brain injury, both LJP-M and LJP-H significantly reduced infarct volume compared to vehicle (**Figures 2B, C**). No significant difference was observed between LJP-M and LJP-H groups, indicating a plateau in neuroprotective efficacy at doses ≥200 mg/kg. This plateau effect, common to complex polysaccharides, informed our selection of LJP-M for subsequent experiments.

**Figure 2:**
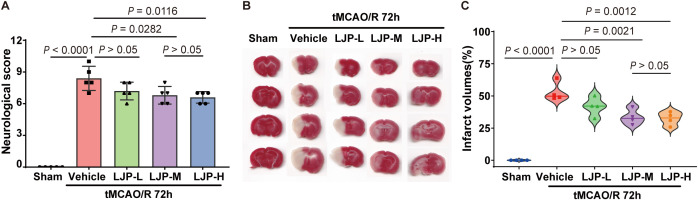
LJP improves neurological function and reduces infarct volume in tMCAO mice. **(A)** Modified Neurological Severity Score (mNSS) at 72 h post-I/R in the Sham, Vehicle, LJP-L (100 mg/kg), LJP-M (200 mg/kg) and LJP-H (400 mg/kg) groups. **(B)** Representative TTC-stained brain sections. **(C)** Quantification of infarct volume.

### 3.3 LJP suppresses pro-inflammatory microglial polarization and inflammatory cytokine release

Microglia, the primary innate immune cells in the brain, play a pivotal role in post-stroke neuroinflammation. Immunofluorescence co-staining demonstrated that LJP treatment induced a significant suppression of microglial polarization toward an pro-inflammatory phenotype, as evidenced by reduced colocalization of Iba1^+^CD86^+^ cells (a marker of pro-inflammatory microglia) compared to vehicle controls (**Figures 3A, B**). In line with this, LJP treatment also reduced the expression of iNOS, another key marker of pro-inflammatory microglia, while increasing the expression of CD206, a canonical marker of anti-inflammatory/regulatory microglia (**Supplementary Figure 1**). Molecular profiling via qPCR and immunoblotting further revealed that LJP administration robustly attenuated the expression of pro-inflammatory mediators, including IL-6, IL-1b, and Tnfα, in the ischemic brain tissues (**Figures 3C–G**). Collectively, these findings establish that LJP mitigates cerebral I/R injury by suppressing pro-inflammatory microglial polarization and inflammatory cytokine release.

**Figure 3:**
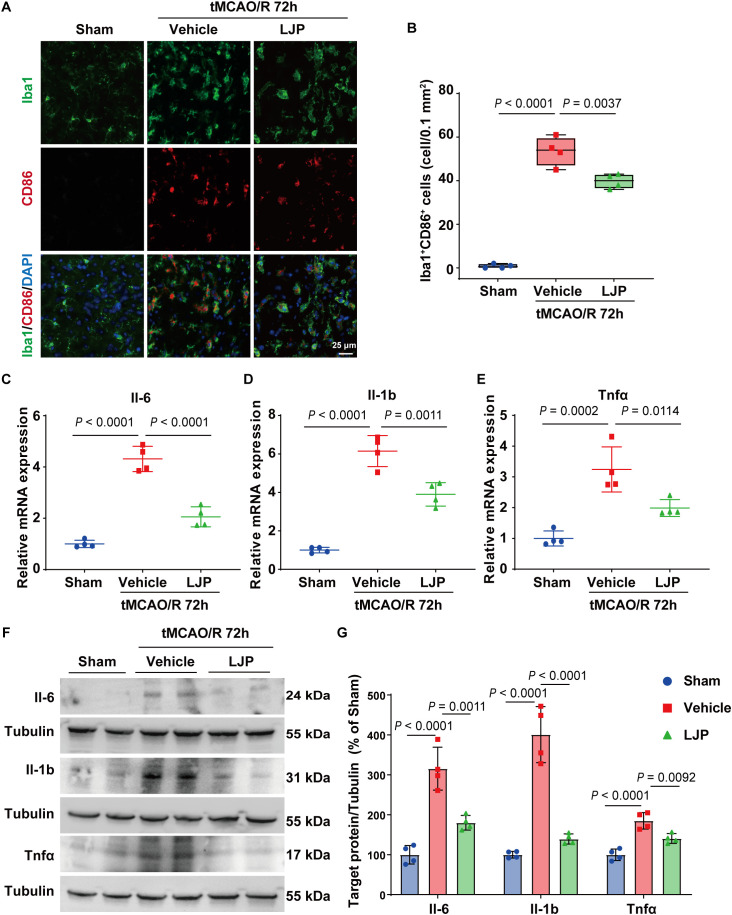
LJP suppresses pro-inflammatory microglial and pro-inflammatory cytokine release. **(A)** Immunofluorescence co-staining of Iba1 (green) and CD86 (red) in peri-infarct cortex (CD86 marks pro-inflammatory microglia). **(B)** Quantification of Iba1^+^/CD86^+^ cells. **(C–G)**. qPCR and western blots show the expression of IL-1b, Tnfα, and IL-6 in the ischemic brain tissues at 72 h after tMCAO/R.

### 3.4 Csf3 contributes to LJP’s neuroprotective effects

To elucidate the molecular mechanisms underlying LJP’s anti-inflammatory actions, we performed transcriptome sequencing on ischemic brain tissues from Sham, Vehicle, and LJP-treated mice (**Figures 4A–C**; **Supplementary Table 4** and **S5**). 

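RNA sequencing was performed on poly(A)-selected RNA of ischemic hemispheres from 12 mice, 4 in each of the Sham, Vehicle and LJP groups. Vehicle and LJP mice underwent transient middle cerebral artery occlusion (tMCAO), in which a filament blocks the artery and is then withdrawn, for 45 min in the paper's methods. The paper's text does not name the dose or the time point of the sequenced mice, and it selects LJP-M (200 mg/kg) for the experiments after the dose comparison. The authors deposited the number of reads counted on each of 39756 NCBI genes in each mouse, without normalization. Total counts per mouse ranged from 18024359 to 19878367 in the Sham group (median 18815340.5), from 18317859 to 22216315 in the Vehicle group (median 20021559.5) and from 17960353 to 21856541 in the LJP group (median 18824318.5). The paper names DESeq2 for its own comparisons, while its text does not name the aligner, the counting tool or the strand setting. Here the counts of all 12 mice were fitted in one model with edgeR's quasi-likelihood test after TMM normalization, and 17558 genes with enough counts were tested. Levels are given as CPM, the counts scaled to the normalized library size. P-values were adjusted by the Benjamini-Hochberg method. A count of 3 or fewer in every mouse of a group was treated as the floor, and folds against such a group are lower bounds that cover counting error only. With 4 mice against 4, the smallest two-sided p of an exact permutation test is 0.0286. The parts of Supplementary Tables 4 and 5 that were compared with the deposited counts hold 1998 of 23283 rows and 1998 of 18103 rows, so no overlap or enrichment was computed from them.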

Comparative analysis between the Sham and Vehicle groups identified differentially expressed genes (DEGs) linked to post-ischemic pathological processes. 

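Of the 17558 genes tested, 7014 differed between the Vehicle and Sham groups at an adjusted p-value below 0.05, with 3982 higher and 3032 lower in the Vehicle group. At the thresholds of the paper's methods (absolute log2 fold change over 0.58 and unadjusted p below 0.01), 2685 genes were higher and 1122 lower. The choice that moved the count of 7014 genes most was leaving out single mice, which gave between 5297 and 8120 genes. The gene with the smallest p-value was C4b (Entrez Gene 12268, chromosome 17 from 34728139 to 34743902 of GRCm38), a complement component, at 21.7 ± 1.75 CPM (SD, n = 4 mice) in the Sham group and 174 ± 22.5 (SD, n = 4) in the Vehicle group. Its log2 fold change was 3.00 (standard error 0.14, edgeR adjusted p = 5.65e-07). Tgm1 rose by a log2 fold change of 8.00 (standard error 0.54), Serpina3n by 5.71 (standard error 0.40), Gfap, an astrocyte gene, by 3.87 (standard error 0.28) and Dhrs1 by 1.93 (standard error 0.13), each with an edgeR adjusted p of 1.54e-05. Among the lower genes, Gm6556 had a log2 fold change of -2.08 (edgeR adjusted p = 4.62e-05), Nexn of -2.34 (8.24e-05), Pcp4 of -1.70 (8.96e-05), Gabra4 of -1.15 (0.000108) and Dgkb of -1.57 (0.000122). The rule that chose these 10 genes required that no Vehicle mouse overlap with a Sham mouse. Their exact permutation p of 0.0286, the smallest that 4 against 4 allow, was fixed by that choice and adds no support.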

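Gene lists for 5 inflammatory pathways, written from general knowledge of the KEGG pathways and not taken from KEGG, were compared between the Vehicle and Sham groups with limma's camera test on log2 CPM, at a preset correlation between genes of 0.01. The 82 tested genes of the NF-kappa B list had a median log2 fold change of 0.78, with 66 of them higher in the Vehicle group (camera adjusted p = 3.01e-08). The cytokine-cytokine receptor list rose by a median of 0.69 over 143 genes, 109 of them higher (7.25e-08), the Toll-like receptor list by 0.63 over 78 genes, 58 higher (1.47e-06), and the TNF list by 0.54 over 95 genes, 66 higher (0.000147). The MAPK list, with a median of 0.14 over 190 genes and 110 of them higher, did not pass (camera adjusted p = 0.125), and had a median of 0.09 without Vehicle mouse 2. All 5 lists passed under limma's fry test, with a largest adjusted p of 0.000831, and none passed when camera estimated the correlation between genes from the data, with a smallest adjusted p of 0.182. A score per mouse, the mean log2 change of a list's genes from the Sham group, was higher in every Vehicle mouse than in every Sham mouse for each of the 5 lists (exact permutation test, two-sided p = 0.0286, adjusted p = 0.0286 over the 5 lists). Reactome sets were also used in place of these lists. The one used for MAPK was narrower, with 24 tested genes for MAP kinase targets and nuclear events. It had a median of -0.26 (camera adjusted p = 0.0991), the opposite direction, for that part of the pathway only. The genes with the smallest p-values were Btk, Bcl2a1d and Plcg2 in the NF-kappa B list, Bcl3, Rps6ka5 and Csf1 in the TNF list, Flnc, Rps6ka5 and Rac2 in the MAPK list, Csf3, Cxcl16 and Tnfrsf12a in the cytokine list, and Tlr2, Irf5 and Tlr7 in the Toll-like receptor list. All were higher in the Vehicle group except Rps6ka5 (log2 fold change -0.95, edgeR adjusted p = 9.61e-05), and Tlr2 rose by a log2 fold change of 4.16 (edgeR adjusted p = 1.54e-05).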

KEGG pathway enrichment analysis integrated with logFC values revealed the top 20 significantly enriched pathways, with prominent activation of key inflammatory signaling cascades including the NF-kappa B signaling pathway, TNF signaling pathway, MAPK signaling pathway, and cytokine-cytokine receptor interaction (**Figure 4D**).

**Figure 4:**
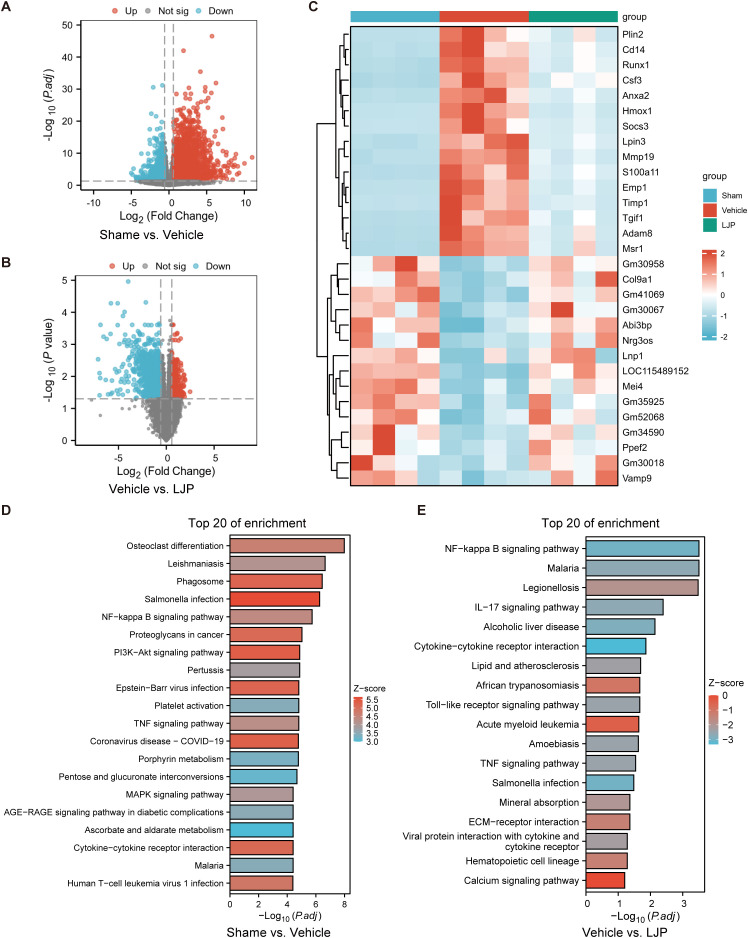
Transcriptomic profiling identifies pro-inflammatory pathway dysregulation in ischemic brains and modulation by LJP. A-C. Volcano plots illustrating differentially expressed genes (DEGs) between Sham *vs*. Vehicle groups **(A)** and Vehicle *vs*. LJP groups **(B)**. Heatmap **(C)** shows hierarchical clustering of DEGs across all experimental groups, reflecting distinct transcriptional signatures associated with ischemia and LJP treatment. D-E. KEGG pathway enrichment histogram displaying the top 20 enriched pathways: **(D)** Pathways enriched in Vehicle *vs*. Sham groups (positive z-scores, 3-5; *P <* 0.01), highlighting activated pro-inflammatory signaling networks post-ischemia. **(E)** Pathways enriched in LJP *vs*. Vehicle groups (negative z-scores, -3 to 0; *P <* 0.01), indicating LJP-mediated suppression of pro-inflammatory pathways.

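The 30 genes labelled in the heatmap were chosen by the study on these same mice, so their changes here are not independent evidence. All 15 genes shown as high in the Vehicle group rose against the Sham group, with log2 fold changes between 3.37 and 6.18, and 15 of 15 passed an edgeR adjusted p of 0.05 over all genes tested as well as adjusted over the list alone. All 15 were lower in the LJP than in the Vehicle group, with a median log2 fold change of -1.89. Of these, 1 gene, Csf3, passed an adjusted p of 0.05 over all genes tested, 15 passed when adjusted over the list alone, and 14 passed with DESeq2. Of the 15 genes shown as low in the Vehicle group, 12 had enough counts to be tested, and all 12 were lower in the Vehicle than in the Sham group and higher in the LJP than in the Vehicle group. Against the Sham group 10 of the 12 passed over all genes tested and 12 adjusted over the list alone; in the LJP group against the Vehicle group 0 passed over all genes tested, 8 passed the paper's thresholds and 12 passed adjusted over the list alone. With DESeq2 and its own filter, 13 of the 15 passed against the Sham group and 6 in the LJP group against the Vehicle group. Spread within the Vehicle group was wide. Anxa2, for example, lay at 116 ± 83.7 CPM (SD, n = 4) in the Vehicle group and 31.4 ± 11.3 in the LJP group (log2 fold change -1.89, edgeR adjusted p = 0.0678; -1.30 without Vehicle mouse 2), and Adam8 at 50.5 ± 29.8 and 15.1 ± 9.64 (-1.74, 0.0678). These values come from the deposited counts, from which the normalized counts of Anxa2 and Adam8 in Supplementary Tables 4 and 5 differ in some Vehicle mice.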

In contrast, KEGG enrichment analysis of DEGs between the Vehicle and LJP-treated groups yielded the top 20 pathways with negative z-scores, indicating LJP-mediated suppression of these pro-inflammatory signaling networks (**Figure 4E**). 

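Between the LJP and Vehicle groups, 4 genes differed at an edgeR adjusted p below 0.05, all lower in the LJP group, while 5212 genes had an unadjusted p below 0.05. At the thresholds of the paper's methods, without adjustment, 188 genes were higher and 1035 lower in the LJP group, 1223 in all, and 1 of the 34 other splits of these 8 mice into 4 and 4 gave more, 1386. That split exchanges Vehicle mouse 3 and LJP mouse 3, and so keeps most of the real labels. DESeq2 in place of edgeR gave 2313 genes at an adjusted p below 0.05, among them all 4. A single mouse also moved this count: without Vehicle mouse 3 edgeR called 3836 genes, and without Vehicle mouse 4 it called 2109. The 4 genes were Scgb1a1, Csf3, Sftpa1 and Sftpb. Scgb1a1 (Entrez Gene 22287, chromosome 19 from 9083642 to 9087956 of GRCm38), a secretoglobin of airway cells, had 84, 123, 79 and 105 counts in the Vehicle mice, 105, 93, 102 and 113 in the Sham mice and 0 in each LJP mouse, at least 28.4-fold lower than in the Vehicle group (edgeR adjusted p = 2.17e-05). Sftpa1 and Sftpb encode lung surfactant proteins. Sftpa1 was at least 8.34-fold lower (0.00317) and Sftpb at least 4.53-fold lower (0.0275). Neither Scgb1a1, Sftpa1 nor Sftpb differed between the Vehicle and Sham groups (edgeR adjusted p = 0.313, 0.299 and 0.546), and Sftpb lost its call in 9 of the 12 fits that each left out 1 mouse. The design cannot tell treatment with LJP from handling of the LJP libraries apart from the others, for these genes or any other in this comparison. In this edgeR fit no gene passed in the higher direction, while 672 did with DESeq2, 50 with no filter on low counts, 1512 without Vehicle mouse 3 and 609 without Vehicle mouse 4. In the fit of all mice, the 3 higher genes with the smallest p-values were Zfp287 (log2 fold change 0.49), LOC115489152 (1.74) and Zfp583 (0.89), each with an edgeR adjusted p of 0.0678.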

Notably, LJP specifically downregulated multiple pathways that were hyperactivated in the Vehicle group, most notably the NF-kappa B signaling pathway, TNF signaling pathway, cytokine-cytokine receptor interaction, and Toll-like receptor signaling pathway. This transcriptional signature of reduced pro-inflammatory pathway activity dovetails with our earlier functional observations that LJP suppresses microglial polarization toward a pro-inflammatory phenotype and reduces pro-inflammatory cytokine production (**Figure 3**). Together, these findings reinforce that LJP exerts anti-inflammatory effects at both the functional and transcriptional levels, with pathway-level suppression providing a molecular framework for the observed phenotypic changes.

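In the LJP group against the Vehicle group, the cytokine-cytokine receptor list fell by a median of 0.42 on the log2 scale and the NF-kappa B list by 0.41 (camera adjusted p = 9.39e-07 for each). The TNF list fell by 0.36 (0.000414) and the Toll-like receptor list by 0.27 (0.000649). Without Vehicle mouse 2 the medians were -0.26 for the NF-kappa B list, -0.23 for the TNF list and -0.18 for the Toll-like receptor list, the last of which was -0.17 without LJP mouse 2, and all still passed. These calls also passed under fry, with an adjusted p of 0.032 for each list, and none passed when the correlation between genes was estimated from the data, with an adjusted p of 0.164. The score per mouse was 1.05 ± 0.353 (SD, n = 4) for the NF-kappa B list in the Vehicle group and 0.550 ± 0.179 in the LJP group. Vehicle mice scored 1.17, 1.497, 0.715 and 0.833 and LJP mice 0.602, 0.404, 0.782 and 0.414, so LJP mouse 3 lay above Vehicle mouse 3. For each of the 5 lists, the exact permutation test of the scores gave p = 0.0571 between the LJP and Vehicle groups (two-sided, adjusted p = 0.0571 over the 5 lists), which does not pass 0.05. Of the 3 genes with the smallest p-values in each of these 4 lists, Rps6ka5, the first in the TNF list, was higher in the LJP than in the Vehicle group (log2 fold change 0.50), and the others were lower: Csf3, the first in the cytokine list, and Ltbr with a log2 fold change of -1.53, Tnfrsf1a of -1.64, Cd40 of -2.63, Socs3 of -2.62, Mmp9 of -3.69, Eda2r of -2.17, Lbp of -2.40 and Jun of -0.70. Apart from Csf3, each had an edgeR adjusted p of 0.0678. Without Vehicle mouse 2, Cd40 had a log2 fold change of -1.81 and Lbp of -1.58. From the negative z-scores of its enrichment (Figure 4E), the paper reasons that LJP suppressed the inflammatory pathways that ischemia had activated.

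**Figure D1:**
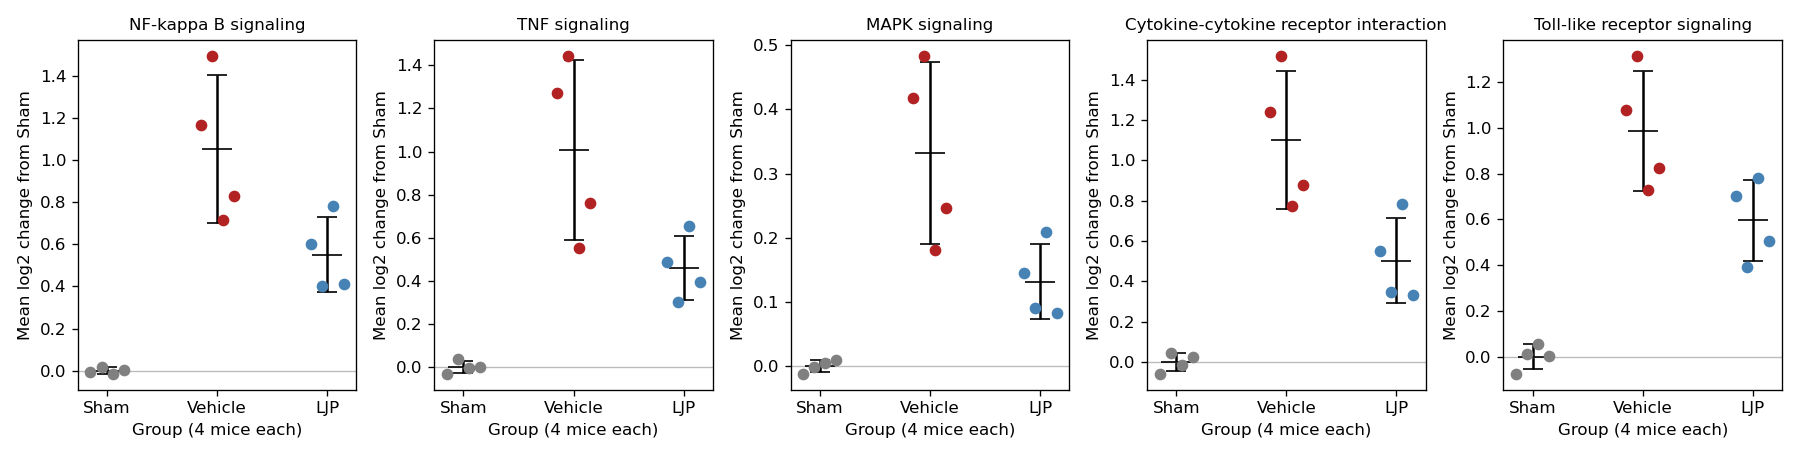
Score of each pathway gene list per mouse, as the mean log2 change of the list's genes from the Sham group (vertical axis), for the Sham, Vehicle and LJP groups; each point is 1 mouse, and the black marks are the mean and SD of 4 mice. Vehicle mice scored higher than Sham mice in all 5 lists, while LJP and Vehicle mice overlapped, as for the NF-kappa B list with 0.782 in LJP mouse 3 and 0.715 in Vehicle mouse 3.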

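The RNA counts of the genes measured by other assays were low for the cytokines. Il1b had 96, 58, 5 and 12 counts in the Vehicle mice and 0, 2, 4 and 4 in the Sham mice. The LJP mice had 1, 3, 4 and 1 counts of Il1b. Its level was 16.4-fold lower in the LJP than in the Vehicle group (exact permutation test, two-sided p = 0.0286) and 9.62-fold without Vehicle mouse 1. Without LJP mouse 3 the LJP group is at the floor, and the fold of Il1b is a lower bound, at least 11.6-fold. Tnf had 32, 15, 21 and 9 counts in the Vehicle mice and 6, 3, 7 and 3 in the LJP mice, 3.81-fold lower (exact permutation p = 0.0286). Il6 had 52, 16, 3 and 1 counts in the Vehicle mice and at most 1 in any Sham or LJP mouse, at least 4.88-fold lower in the LJP group (exact permutation p = 0.0571). This bound for Il6 rests on Vehicle mouse 1, and without it is at least 1.8-fold. These 3 genes had too few counts for the filter; tested without it, the LJP and Vehicle groups differed for Il1b (edgeR adjusted p = 0.041) and Il6 (0.0455) and not for Tnf (0.0992). Nos2, which encodes iNOS, had a log2 fold change of -3.09 between the LJP and Vehicle groups (standard error 0.74, edgeR adjusted p = 0.0678), and DESeq2 gave an adjusted p of 0.00121. Cd86 had a log2 fold change of -0.45 (standard error 0.34, edgeR adjusted p = 0.38), and of -0.17 without Vehicle mouse 2 or -0.21 without LJP mouse 2. Mrc1, which encodes CD206, had 186, 1276, 202 and 254 counts in the Vehicle mice and 127, 126, 170 and 136 in the LJP mice (log2 fold change -1.60, standard error 0.49, edgeR adjusted p = 0.0755; DESeq2 adjusted p = 0.0113). Most of this value of Mrc1 comes from Vehicle mouse 2, without which it was -0.60 (edgeR adjusted p = 0.131). Without Vehicle mouse 3, edgeR's adjusted p was 0.00935 for Nos2 and 0.0252 for Mrc1, and without Vehicle mouse 4 it was 0.0309 and 0.0465. Aif1, which encodes Iba1, did not differ (log2 fold change -0.08, standard error 0.26, edgeR adjusted p = 0.855), and its direction reversed when Vehicle mouse 2, LJP mouse 2 or LJP mouse 4 was left out.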

Comparative analysis identified 156 differentially expressed genes (DEGs) potentially linked to LJP-mediated neuroprotection (**Figure 5A**). 

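At the thresholds of the paper's methods, without adjustment of p, 1073 genes changed in opposite directions in the 2 comparisons. Of these, 950 were higher in the Vehicle than in the Sham group and lower in the LJP than in the Vehicle group, and 123 were the reverse. The paper reports 156 genes in the overlap of its 2 comparisons and does not name their directions; here no gene passed in both comparisons in the same direction, so the overlap in either direction is also 1073. DESeq2 at the same thresholds gave 1463 genes, 1057 of them shared with edgeR. With adjusted p-values below 0.05 in both comparisons, edgeR left 1 gene, Csf3, and DESeq2 1317 genes. The Vehicle mice enter both comparisons, so chance differences in that group alone produce opposite changes. In 20 simulations in which LJP had no effect and each gene varied independently, between 23 and 50 genes passed in opposite directions, with a median of 37.5. These simulations do not cover mice that differ in the severity of ischemia. Among the 35 splits of the 8 Vehicle and LJP mice into 4 and 4, 1 split other than the real one gave 1245 genes in opposite directions. That split exchanges Vehicle mouse 3 and LJP mouse 3, and so keeps most of the real labels. Each split other than the real one was also given the larger count of its 2 labelings. This comparison therefore neither sets the real groups apart nor argues against an effect of LJP. The count also depended on single mice, from 558 to 2011 genes, with 2011 genes without Vehicle mouse 3.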

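Csf3 (Entrez Gene 12985) lies on the plus strand of chromosome 11 from 98700183 to 98703631 of GRCm38 and encodes granulocyte colony-stimulating factor. Its counts were 0, 2, 1 and 0 in the Sham mice, 53, 111, 74 and 47 in the Vehicle mice and 0, 1, 1 and 0 in the LJP mice. In CPM this is 0.0409 ± 0.0522 (SD, n = 4) in the Sham group, 3.42 ± 1.15 in the Vehicle group and 0.0264 ± 0.0305 in the LJP group. Sham and LJP mice were at the floor of 3 counts, so that Csf3 was at least 19.8-fold higher in the Vehicle than in the Sham group and at least 20.5-fold lower in the LJP than in the Vehicle group, and no difference between the LJP and Sham groups was detectable at this depth. The edgeR adjusted p over all genes tested was 8.24e-05 for the Vehicle against the Sham group and 0.000929 for the LJP against the Vehicle group. Every Vehicle mouse had more counts than every Sham and LJP mouse (exact permutation test, two-sided p = 0.0286 for each comparison). Both calls held when each of the 12 mice was left out in turn, with largest adjusted p-values of 0.000791 and 0.00894. The gene Gm38985 overlaps Csf3 and had 4 counts in Vehicle mouse 1 and 0 in the other mice. Of the neighboring genes, Psmd3 rose by a log2 fold change of 0.41 in the Vehicle group (edgeR adjusted p = 0.0126) and Med24 did not differ (0.03, 0.756). Human data were not analysed here.

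**Figure D2:**
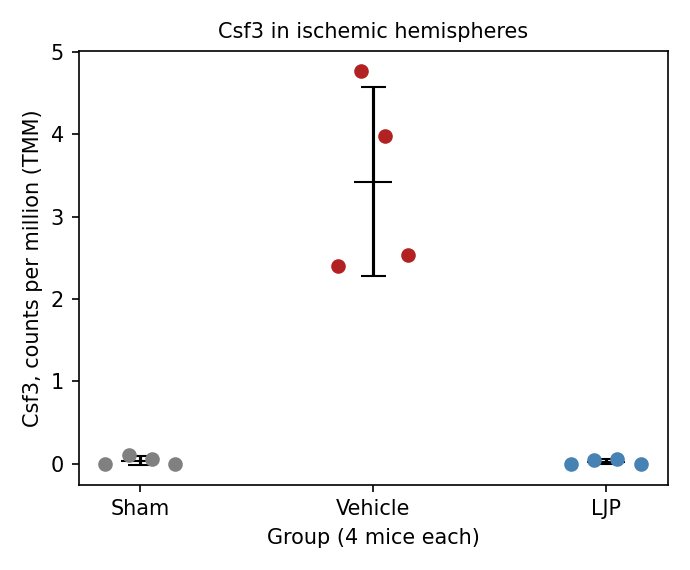
Csf3 in CPM after TMM normalization (vertical axis) in the Sham, Vehicle and LJP groups; each point is 1 mouse, and the black marks are the mean and SD of 4 mice. The Vehicle mice, with a mean of 3.42, lie above every Sham and LJP mouse.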

To identify evolutionarily conserved, clinically relevant gene targets, these mouse-derived neuroprotection-associated DEGs were then cross-referenced with pathogenic DEGs identified in human stroke brain tissue (GEO: GSE162955); this sequential, predefined analysis revealed Csf3 as the sole overlapping gene between the two curated gene sets (**Figure 5B**). Csf3 expression was significantly upregulated in both tMCAO mice and human stroke brains, demonstrating diagnostic relevance (**Figures 5C, D**; **Supplementary Figure 2**, **S3**). Importantly, LJP administration suppressed Csf3 transcription and translation while reducing Csf3 immunoreactivity in IBA-1-positive microglia within injured brain regions (**Figures 5C–E**).

**Figure 5:**
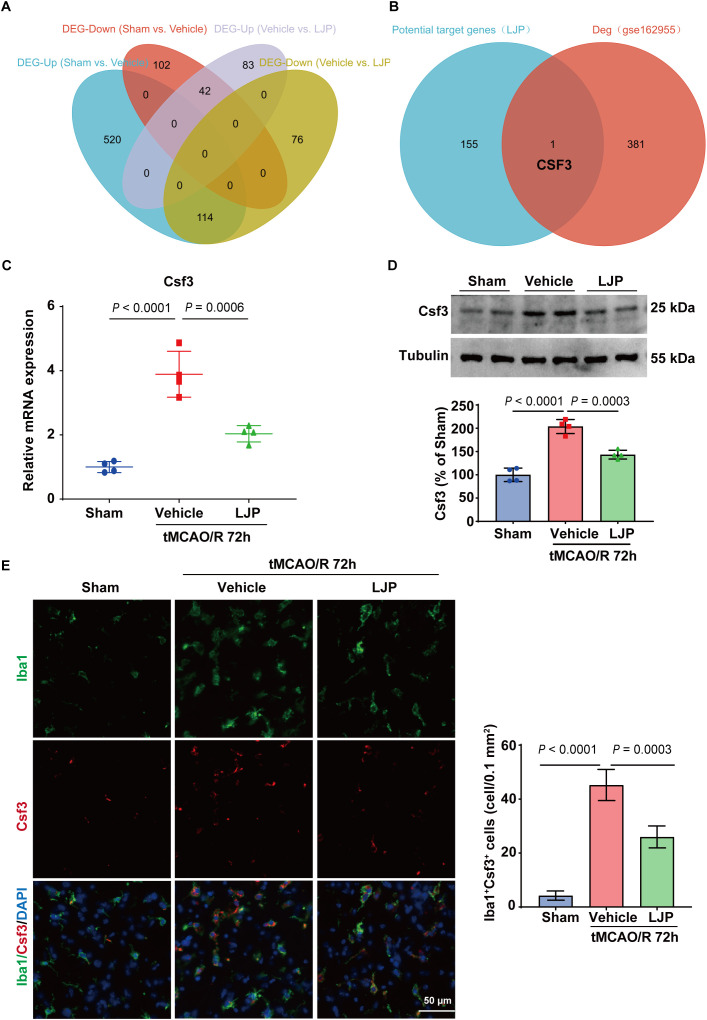
Csf3 is a conserved, LJP-regulated potential target linked to neuroprotection. **(A)** Venn diagram depicting the overlap of DEGs from Sham *vs*. Vehicle and Vehicle *vs*. LJP comparisons, identifying 156 genes potentially associated with LJP’s neuroprotective effects. **(B)** Venn diagram illustrating Csf3 as the sole overlapping gene between murine tMCAO DEGs and human stroke transcriptomic data (GEO: GSE162955), confirming its evolutionary conservation across species. C–D. Validation of Csf3 expression by qPCR **(C)** and western blot **(D)** in ischemic brain tissues at 72 h post-tMCAO/R. **(E)** Immunofluorescence co-staining of Iba1 (green, microglial marker) and CSF3 (red) in peri-infarct regions.

These findings implicate Csf3 as a potential mechanistic node in LJP’s neuroprotective effects. However, we recognize that transcriptomic overlap alone cannot establish causality, and that complex natural products typically modulate multiple targets. Subsequent functional studies were therefore designed to test whether Csf3 modulation represents a necessary, though perhaps not sufficient, component of LJP’s therapeutic mechanism.

### 3.5 LJP attenuates OGD/R-induced microglial inflammation via Csf3 suppression

To evaluate LJP’s anti-inflammatory effects in cerebral I/R injury, we subjected BV2 microglia to oxygen-glucose deprivation/reoxygenation (OGD/R). CCK-8 assays showed that LJP treatment (25, 50, 100 μM) dose-dependently restored cell viability post-OGD/R, with maximal protection observed at 100 μM (selected for subsequent experiments; **Figure 6A**; **Supplementary Figure 4A**).

**Figure 6:**
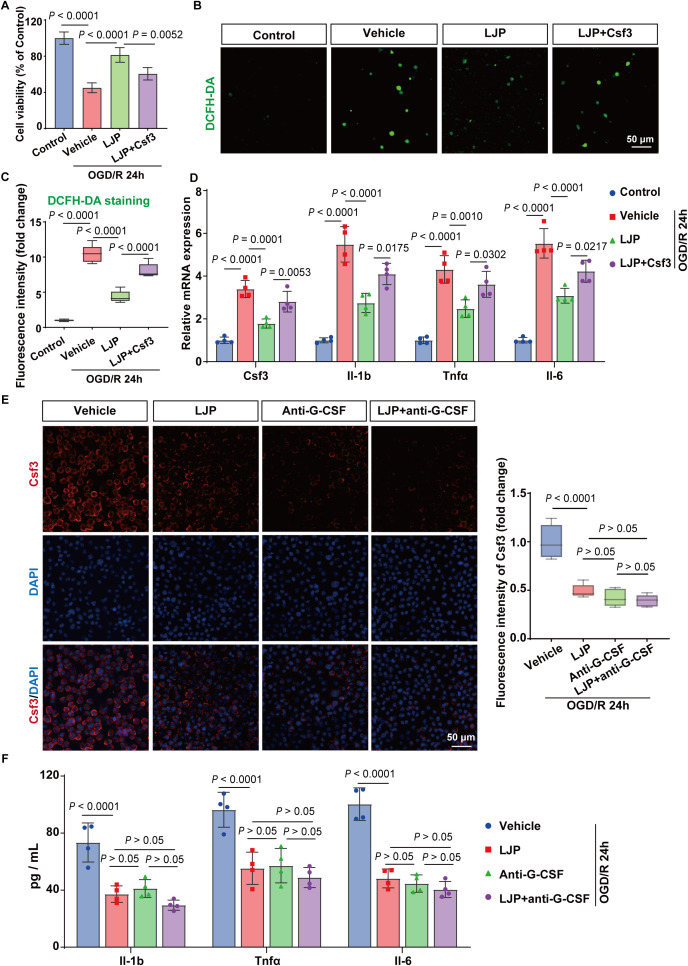
LJP attenuates OGD/R-induced inflammation in BV2 microglia via Csf3. **(A)** CCK-8 assay of cell viability. **(B, C)**. Intracellular ROS levels were measured by DCFH-DA fluorescence. **(D)** qPCR shows the expression of Csf3, IL-1b, Tnfα and IL-6 in OGD/R-stimulated BV2 cells. **(E)** Representative immunofluorescence images of Csf3 (red) and DAPI (blue) in BV2 cells. **(F)** ELISA present the levels of IL-1b, Tnfα and IL-6 were detected in the supernatant of OGD/R-stimulated BV2 cells (n = 4).

OGD/R induced a marked surge in intracellular ROS levels, a key marker of oxidative stress, which was attenuated by LJP (**Figures 6B, C**). qPCR and ELISA analyses revealed that LJP significantly suppressed OGD/R-induced upregulation of pro-inflammatory mediators, including Csf3, IL-1b, Tnfα, and IL-6 (**Figure 6D**, **Supplementary Figure 4B**).

Notably, recombinant Csf3 administration partially reversed LJP’s protective effects, diminishing cell viability restoration, increasing ROS production, and restoring cytokine secretion (**Figures 6A–D**). Furthermore, LJP combined with a Csf3-neutralizing antibody showed no additive anti-inflammatory benefits compared to LJP alone (**Figures 6E, F**). These observations indicate that LJP’s effects involve Csf3-mediated pathways, though the incomplete reversal suggests additional mechanisms likely contribute. The lack of enhanced efficacy with Csf3 neutralization further implies that LJP already optimally suppresses Csf3-dependent signaling in this context.

### 3.6 LJP alleviates post-stroke neuroinflammation via Csf3 inhibition

Fluoro-Jade C (FJC) staining demonstrated that LJP treatment significantly reduced neurodegeneration in peri-infarct cortex at 72 h post-I/R (**Figures 7A, B**). Concurrently, LJP downregulated cerebral levels of Csf3, IL-1b, IL-6, and Tnfα compared to vehicle-treated mice (**Figures 7C–F**). Behavioral assessments corroborated these findings: LJP reduced adhesive removal time and decreased foot-fault frequency (**Figures 7G, H**). Strikingly, recombinant Csf3 administration partially reversed LJP’s therapeutic effects, increasing neurodegeneration, restoring cytokine secretion, increasing adhesive removal time and foot-fault frequency (**Figures 7A–H**).

**Figure 7:**
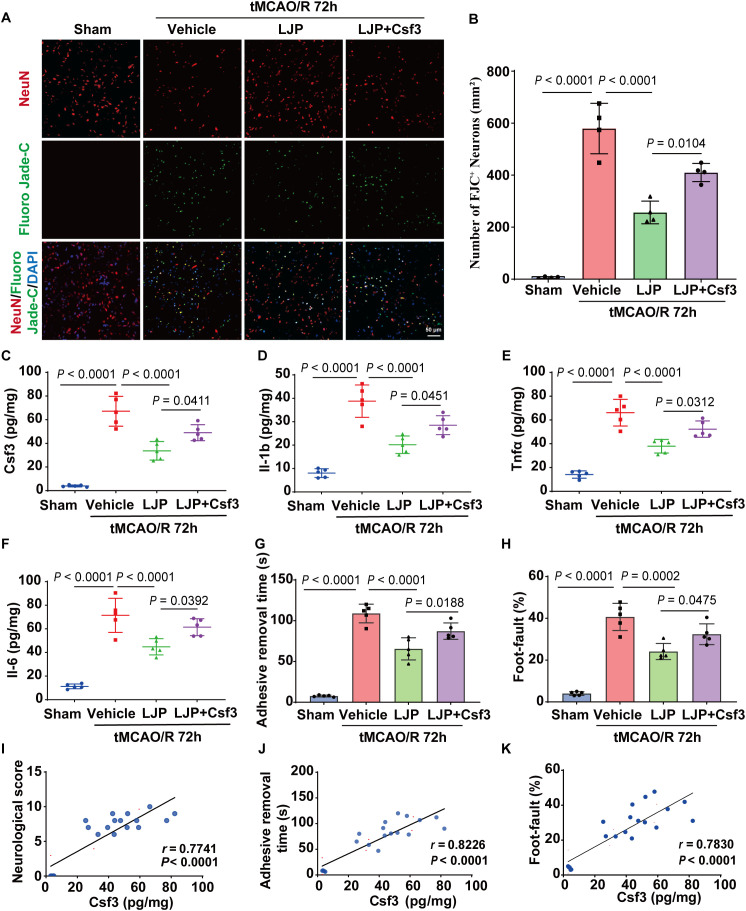
Csf3 mediates LJP’s neuroprotective effects *in vivo*. Representative images of the co-localization of FJC (green) staining in peri-infarct cortex at 72 h after tMCAO/R. **(B)** Quantitative analyses of FJC-positive cells in the peri−infarct area at 72 h after tMCAO/R (n = 4). **(C–F)** ELISA present the expression of Csf3, IL-1b, Tnfα and IL-6 in the ischemic brain (n = 5). **(G, H)** Behavior tests are performed 72 h after injury, including adhesive removal time **(G)** and foot fault tests **(H)**. **(I–K)** Correlation analysis between Csf3 expression and neurological deficits.

Correlation analyses revealed strong positive associations between Csf3 expression and neurological impairment: mNSS (*r* = 0.77), adhesive removal time (*r* = 0.82), and foot-faults (*r* = 0.78) (**Figures 7I–K**). These data confirm that LJP mitigates post-I/R neuroinflammation and functional deficits at least partly through Csf3 modulation.

## 4 Discussion

This study explores Laminaria japonica polysaccharide (LJP)—a sulfated heteropolysaccharide enriched in fucose, galacturonic acid, glucuronic acid, and sulfate esters—as a candidate agent for cerebral ischemia/reperfusion (I/R) injury, with mechanistic evidence linking its neuroprotective effects to Csf3 signaling modulation. Three key observations emerged: (1) Structural characterization highlights LJP’s sulfate-rich composition, a structural trait widely linked to the immunomodulatory activity of marine sulfated polysaccharides; (2) Cross-species multi-omics integration identifies Csf3—a cytokine linked to microglial polarization toward a pro-inflammatory phenotype—as a potential LJP-regulated target; (3) LJP suppresses Csf3-driven neuroinflammation, while concurrently attenuating oxidative stress and neuronal apoptosis. Notably, this work defines a discrete mechanistic link between LJP and Csf3 signaling in cerebral I/R injury, a regulatory axis not fully defined in previous fucoidan-focused studies. Together, these findings support LJP’s potential as a multimodal phytotherapeutic candidate for ischemic stroke.

LJP, particularly fractions rich in sulfate groups, has well-documented antioxidant activity in the literature—an attribute closely tied to its structural features. Li et al. (9) noted that sulfate moieties in LJP directly scavenge reactive oxygen species (ROS), such as hydroxyl and superoxide radicals, and inhibit lipid peroxidation—key processes for mitigating oxidative stress in cerebral I/R injury. Complementing this, Li et al. (25) further demonstrated that LJP reduces intracellular ROS levels in a dose-dependent manner in oxidative stress models—findings that similar with our *in vitro* observations of LJP-mediated ROS suppression in OGD/R-challenged BV2 microglia.

Beyond antioxidant activity, the sulfate moieties and uronic acids in LJP may underpin its bioactivity. Sulfated polysaccharides are known to engage pattern recognition receptors (e.g., TLR4) through electrostatic interactions (9, 12), and our Fourier-transform infrared spectroscopy (FT-IR) and ion chromatography (IC) analyses confirmed the presence of these structural features in LJP. This raises the possibility that LJP may competitively inhibit TLR4/NF-κB signaling in microglia—an hypothesis that merits further investigation via molecular docking studies. Notably, LJP’s concurrent suppression of NF-κB and NLRP3 pathways (26–28), as evidenced by reduced IL-1β and TNF-α levels, suggests broad-spectrum immunomodulatory effects distinct from single-target synthetic agents.

Csf3 (G-CSF), traditionally recognized for its hematopoietic functions, exhibits context-dependent roles in ischemic stroke pathology (13–17). While some studies suggest exogenous Csf3 may confer neuroprotection through neutrophil mobilization and enhanced neurogenesis, conflicting evidence links Csf3 administration to exacerbated infarct volume and inflammatory injury (17, 18, 29, 30). Clinically, trials and meta-analyses have reported no functional recovery benefits with Csf3 (15), indicating that Csf3’s early anti-apoptotic effects may be offset by persistent microglial-driven neuroinflammation. Our multi-omics analysis revealed marked Csf3 upregulation in both tMCAO mice and human stroke samples (GSE162955), which correlated with worsened neurological outcomes. Critically, LJP treatment suppressed Csf3 transcription and translation, reducing Csf3 expression in IBA-1-positive microglia—accompanied by reduced microglial activation (fewer Iba1^+^CD86^+^ cells) and diminished IL-6/TNF-α release.

Mechanistically, emerging evidence highlights Csf3’s involvement in diverse inflammatory pathways. For instance, Csf3 exacerbates liver injury via LPS-TLR4 signaling in murine models, while its synergy with TLR4 inhibitors reduces inflammation and promotes tissue repair (31). Similarly, Csf3 inhibition mitigates acute lung injury by blocking MAPK/NF-κB activation (32). In stroke, endothelial CD36 amplifies neuroinflammation through Csf3-mediated neutrophil recruitment (16), and modulation of macrophage polarization by the Naoqing formula alleviates cerebral I/R injury via Csf3-related pathways (17). 

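In the sequenced hemispheres, the 190 tested genes of the MAPK list had a median log2 fold change of -0.09 between the LJP and Vehicle groups, with a camera adjusted p of 0.0449. The call was lost with scaling to library size only (camera adjusted p = 0.0593), when camera estimated the correlation between genes (0.164), and when Vehicle mouse 1 (0.0861), Vehicle mouse 2 (0.0651), LJP mouse 2 (0.0599) or LJP mouse 4 (0.0509) was left out. It held under fry (adjusted p = 0.032). A narrower Reactome set of 24 tested genes, for MAP kinase targets and nuclear events, took the place of the list. Its median was 0.07 (camera adjusted p = 0.302). The genes of the list with the smallest p-values were Rps6ka5, which was higher in the LJP group, Hspa1b (log2 fold change -2.48, and -1.81 without Vehicle mouse 2) and Hspa1a (-2.56, and -1.86 without Vehicle mouse 2), each with an edgeR adjusted p of 0.0678. Hspa1a and Hspa1b are near-identical copies, between which the authors' counting could have split reads.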

Intriguingly, our transcriptomic data align with these findings: LJP downregulated key inflammatory pathways, including the NF-κB signaling pathway, TNF signaling pathway, MAPK signaling pathway, and Toll-like receptor signaling pathway, in tMCAO/R mice. These observations suggest Csf3 may act as a nodal regulator of neuroinflammation and underscore LJP’s potential multimodal therapeutic effects.

While our data demonstrate that LJP suppresses Csf3 and that exogenous Csf3 can partially reverse LJP’s protective effects, several caveats warrant careful interpretation, as outlined below. First, the partial reversal observed in our rescue experiments—both *in vitro* and *in vivo*—provides compelling evidence that LJP engages multiple pathways beyond Csf3 modulation. This polypharmacology is characteristic of complex polysaccharides, which can simultaneously modulate TLR4/NF-κB, MAPK, and oxidative stress pathways, as supported by our transcriptomic analysis (**Figure 4E**). Notably, combined treatment with LJP and a Csf3-neutralizing antibody conferred no additional anti-inflammatory or neuroprotective benefits relative to LJP monotherapy. This observation is consistent with the possibility of saturable Csf3 signaling, as LJP mediates effective suppression of Csf3-dependent inflammatory cascades under our experimental conditions; thus, further antibody-mediated neutralization does not enhance therapeutic efficacy. Additionally, the partial reversal phenotype induced by exogenous recombinant Csf3 excludes the likelihood of redundant compensatory Csf3 pathways, as such redundancy would likely be associated with measurable additive effects following combined antibody treatment. Collectively, these data confirm that Csf3 signaling is a central, but not sole, mechanism underlying the neuroprotective actions of LJP. Second, while we have documented that exogenous recombinant Csf3 partially reverses LJP-mediated neuroprotection in our *in vivo* stroke model, formal causal validation of microglial Csf3 as a critical mediator remains incomplete, as we did not perform microglia-specific genetic loss-of-function studies (e.g., conditional knockout or targeted siRNA silencing) to directly confirm its *in vivo* role. Third, the current study lacks real-time cerebral blood flow monitoring, future studies will be needed to further characterize the effects of LJP on post-stroke cerebral perfusion to better clarify its neuroprotective mechanism. Fourth, the dichotomous role of Csf3 in stroke pathology remains debated: while some studies report neuroprotective effects through neutrophil mobilization, others demonstrate exacerbated inflammation. This context-dependency, paired with the lack of targeted genetic validation *in vivo*, underscores the need for microglia-specific genetic perturbation studies to more definitively establish the causal role of microglia-derived Csf3 in LJP’s mechanism of action. Future investigations should also evaluate whether LJP directly binds Csf3 or its receptors, or if Csf3 suppression occurs downstream of other primary targets, as well as confirm these mechanistic findings in refined, cell-type specific *in vivo* models.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found at the NCBI Gene Expression Omnibus (GEO) under accession number GSE328360 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE328360).

# Supplementary material for: Laminaria japonica polysaccharide mitigates acute neuroinflammation in cerebral ischemia-reperfusion injury through Csf3-modulated pathways
**Source:** Front Immunol. 2026 Apr 23;17:1801746. doi: 10.3389/fimmu.2026.1801746
**Supplement:** Supplementary file 1

**Supplemental figures**

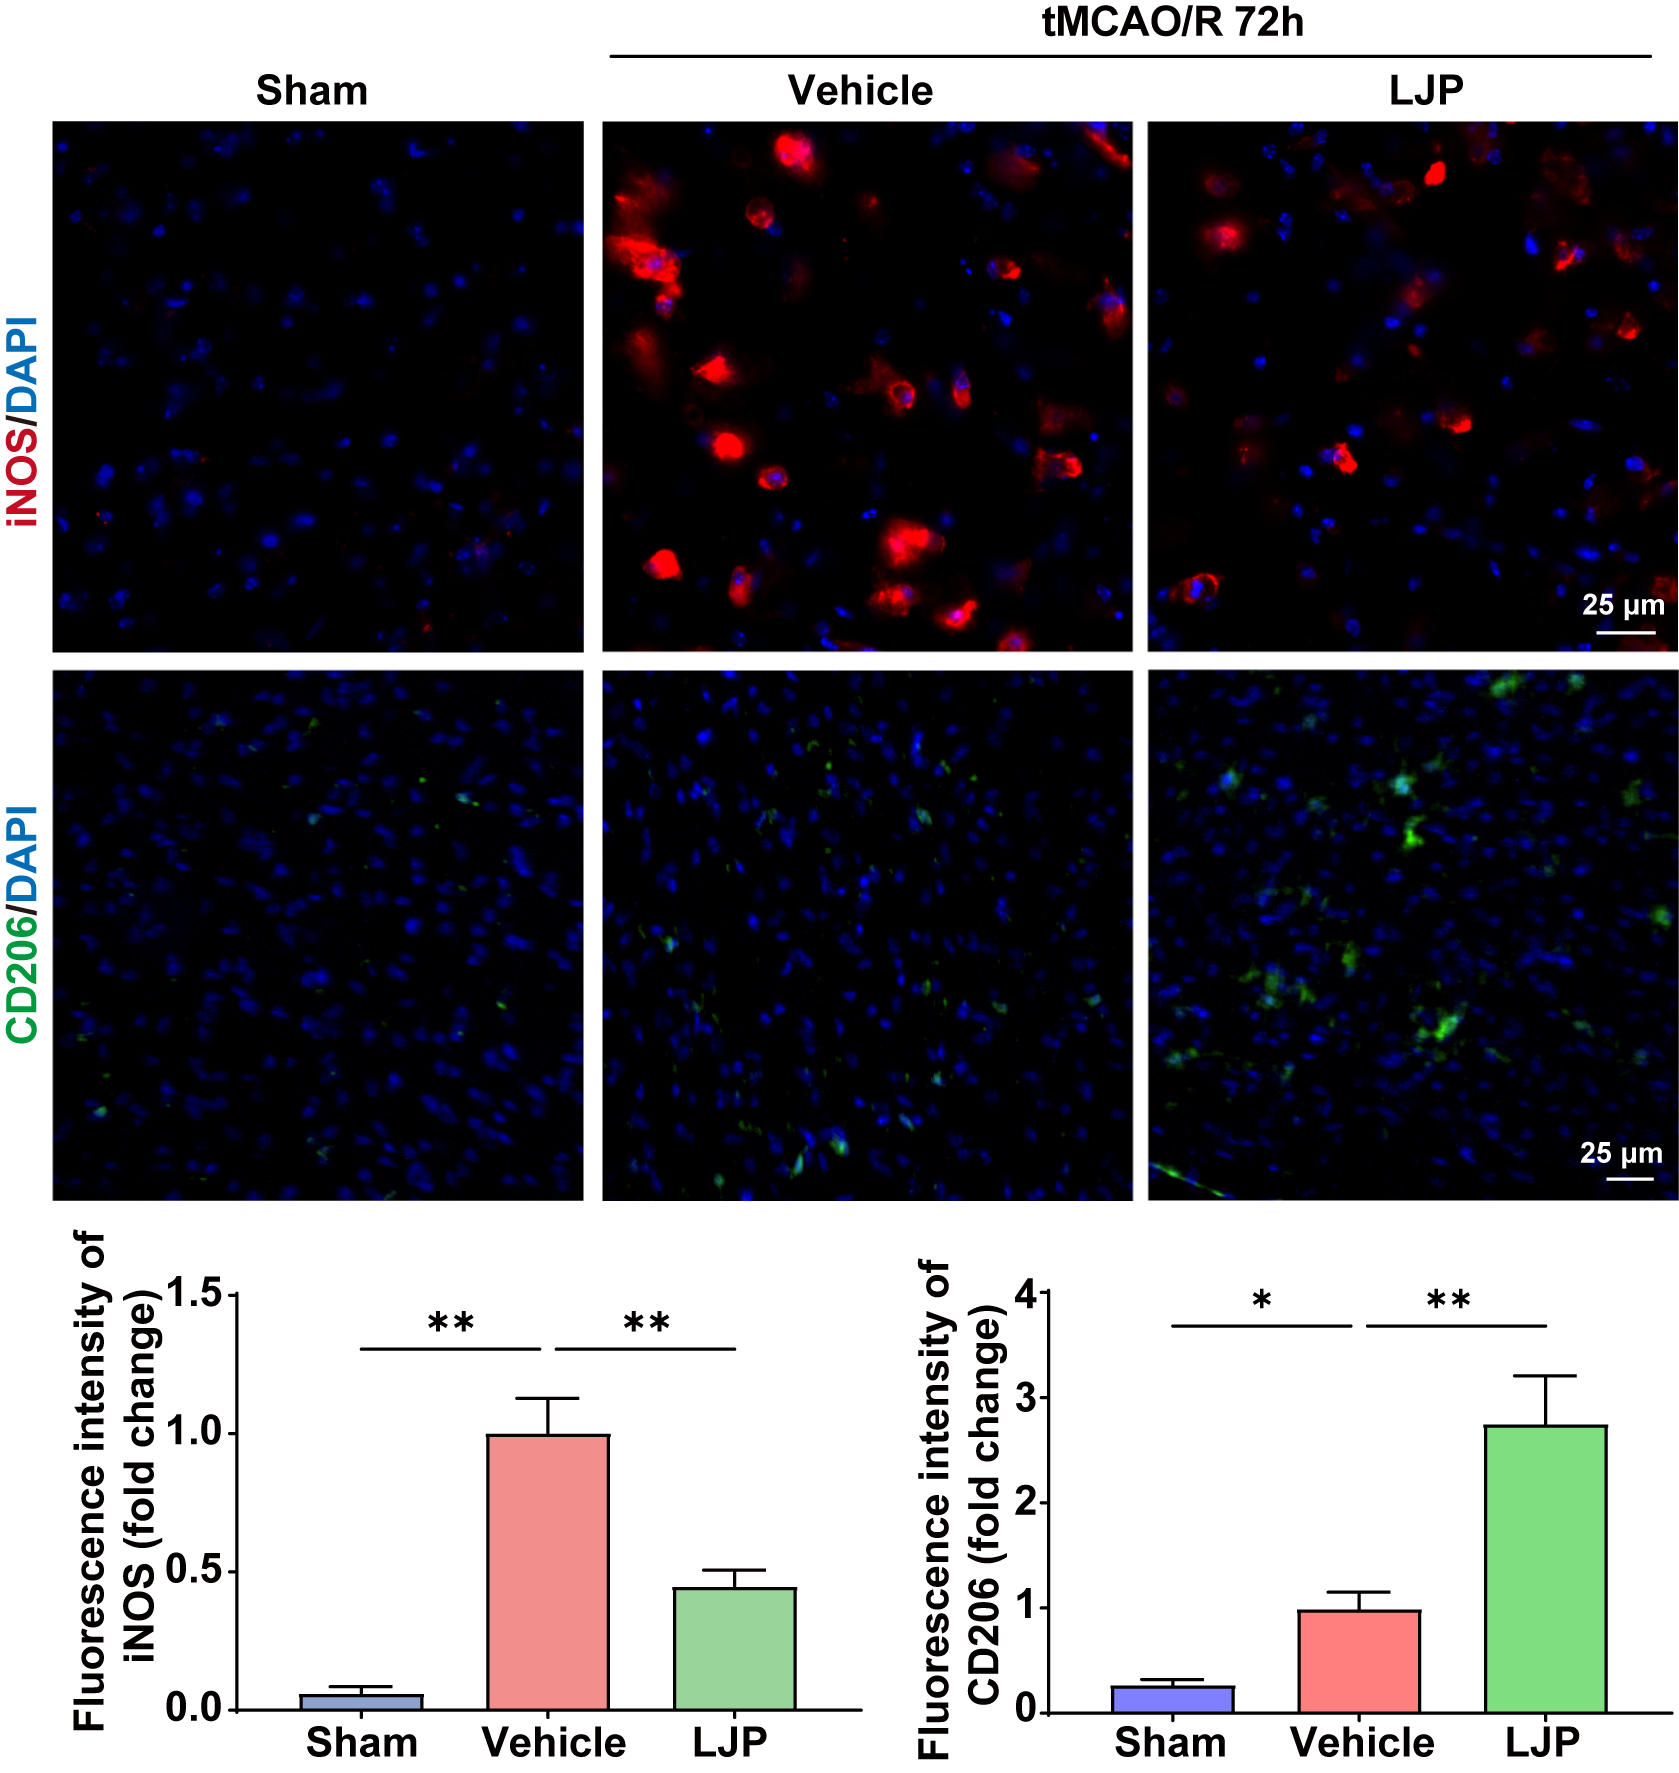

Figure S1. Immunofluorescence staining of iNOS and CD206 in peri-infarct cortex (n = 4). Data: mean ± SD; **p* < 0.05, ***p* < 0.01 vs. sham/vehicle.

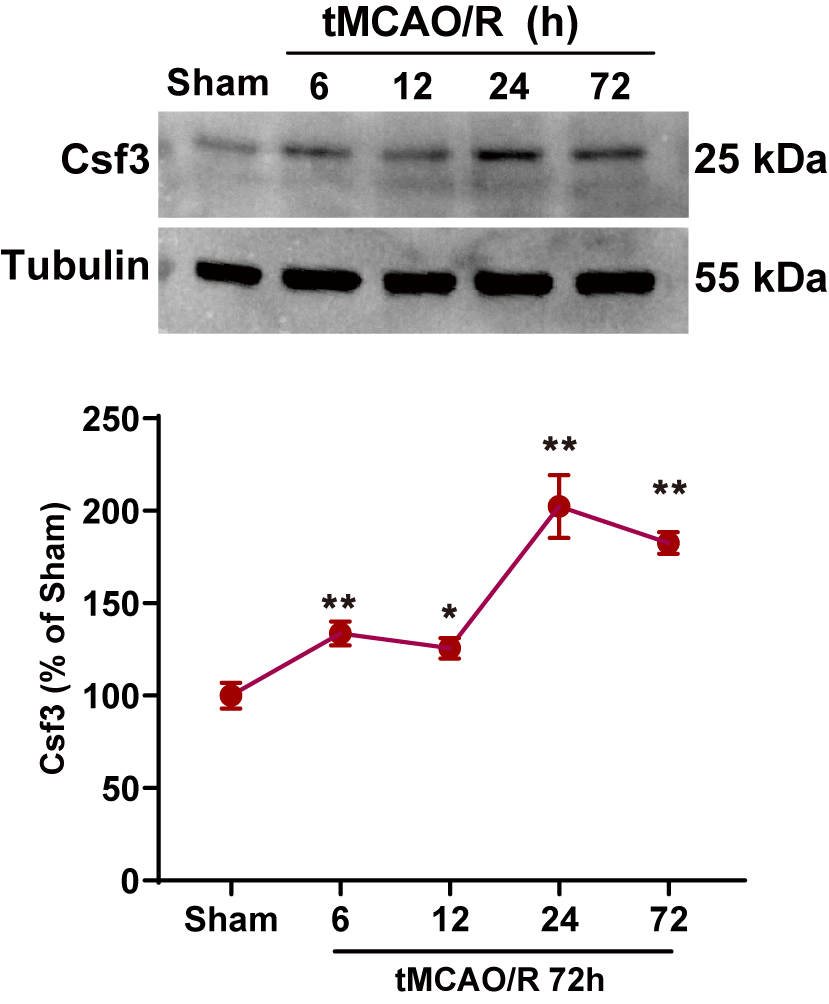

Figure S2. Western blots show the expression of Csf3 in the ischemic brain tissues at 6, 12, 24 and 72 h after tMCAO/R. **p* < 0.05, ***p* < 0.01 vs. Sham.

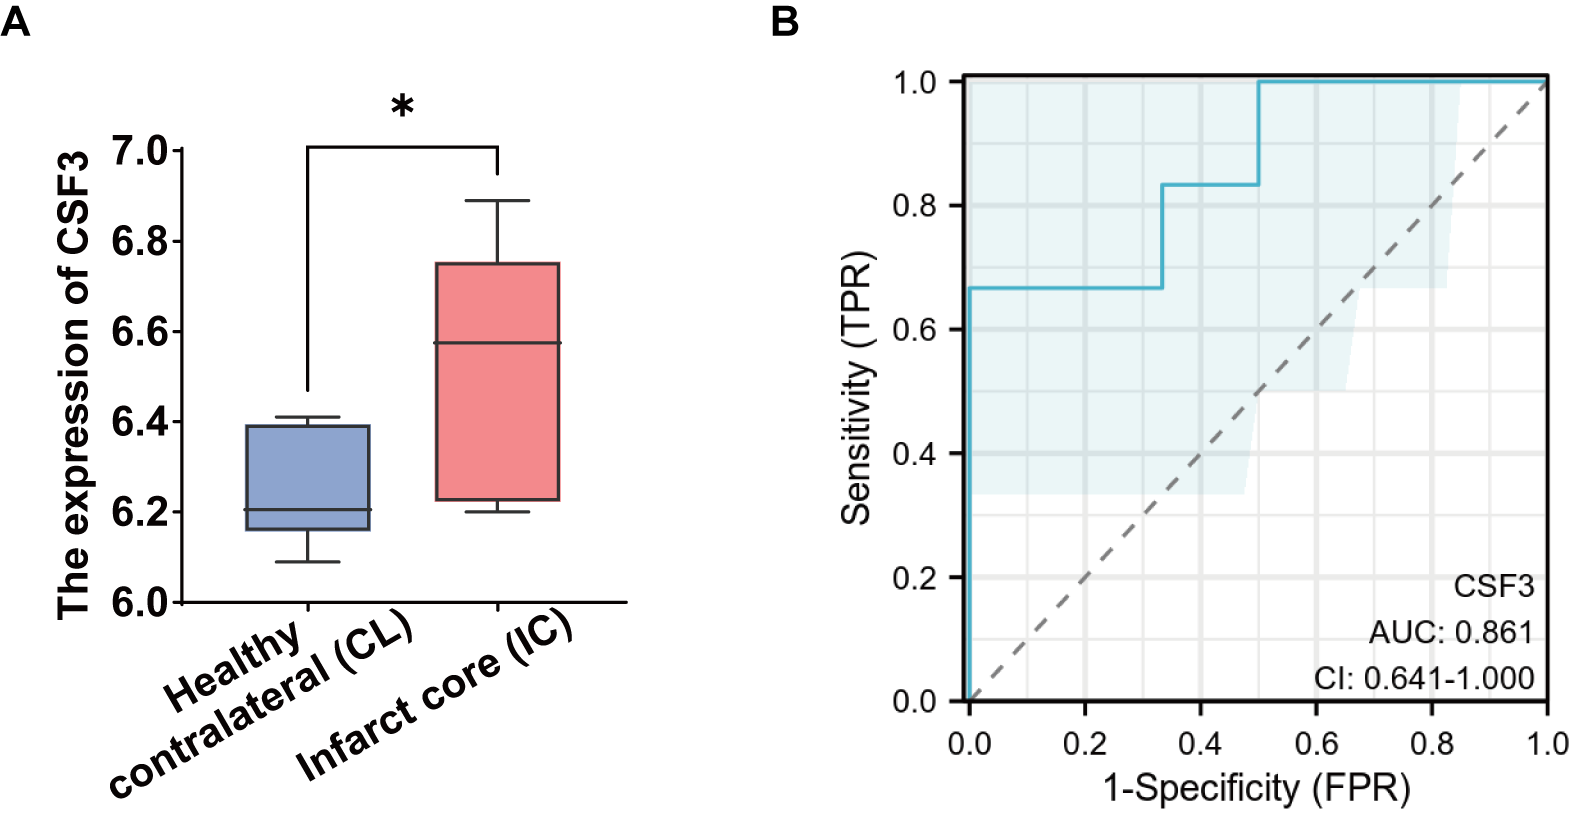

Figure S3. Elevated CSF3 is a sensitive marker of human ischemic stroke. A. Differential expression of CSF3 in brain pieces from the infarct core (IC) (GSE162955). B. ROC curves of CSF3 in stroke (GSE162955). Data: mean ± SD; **p* < 0.05 vs. CL.

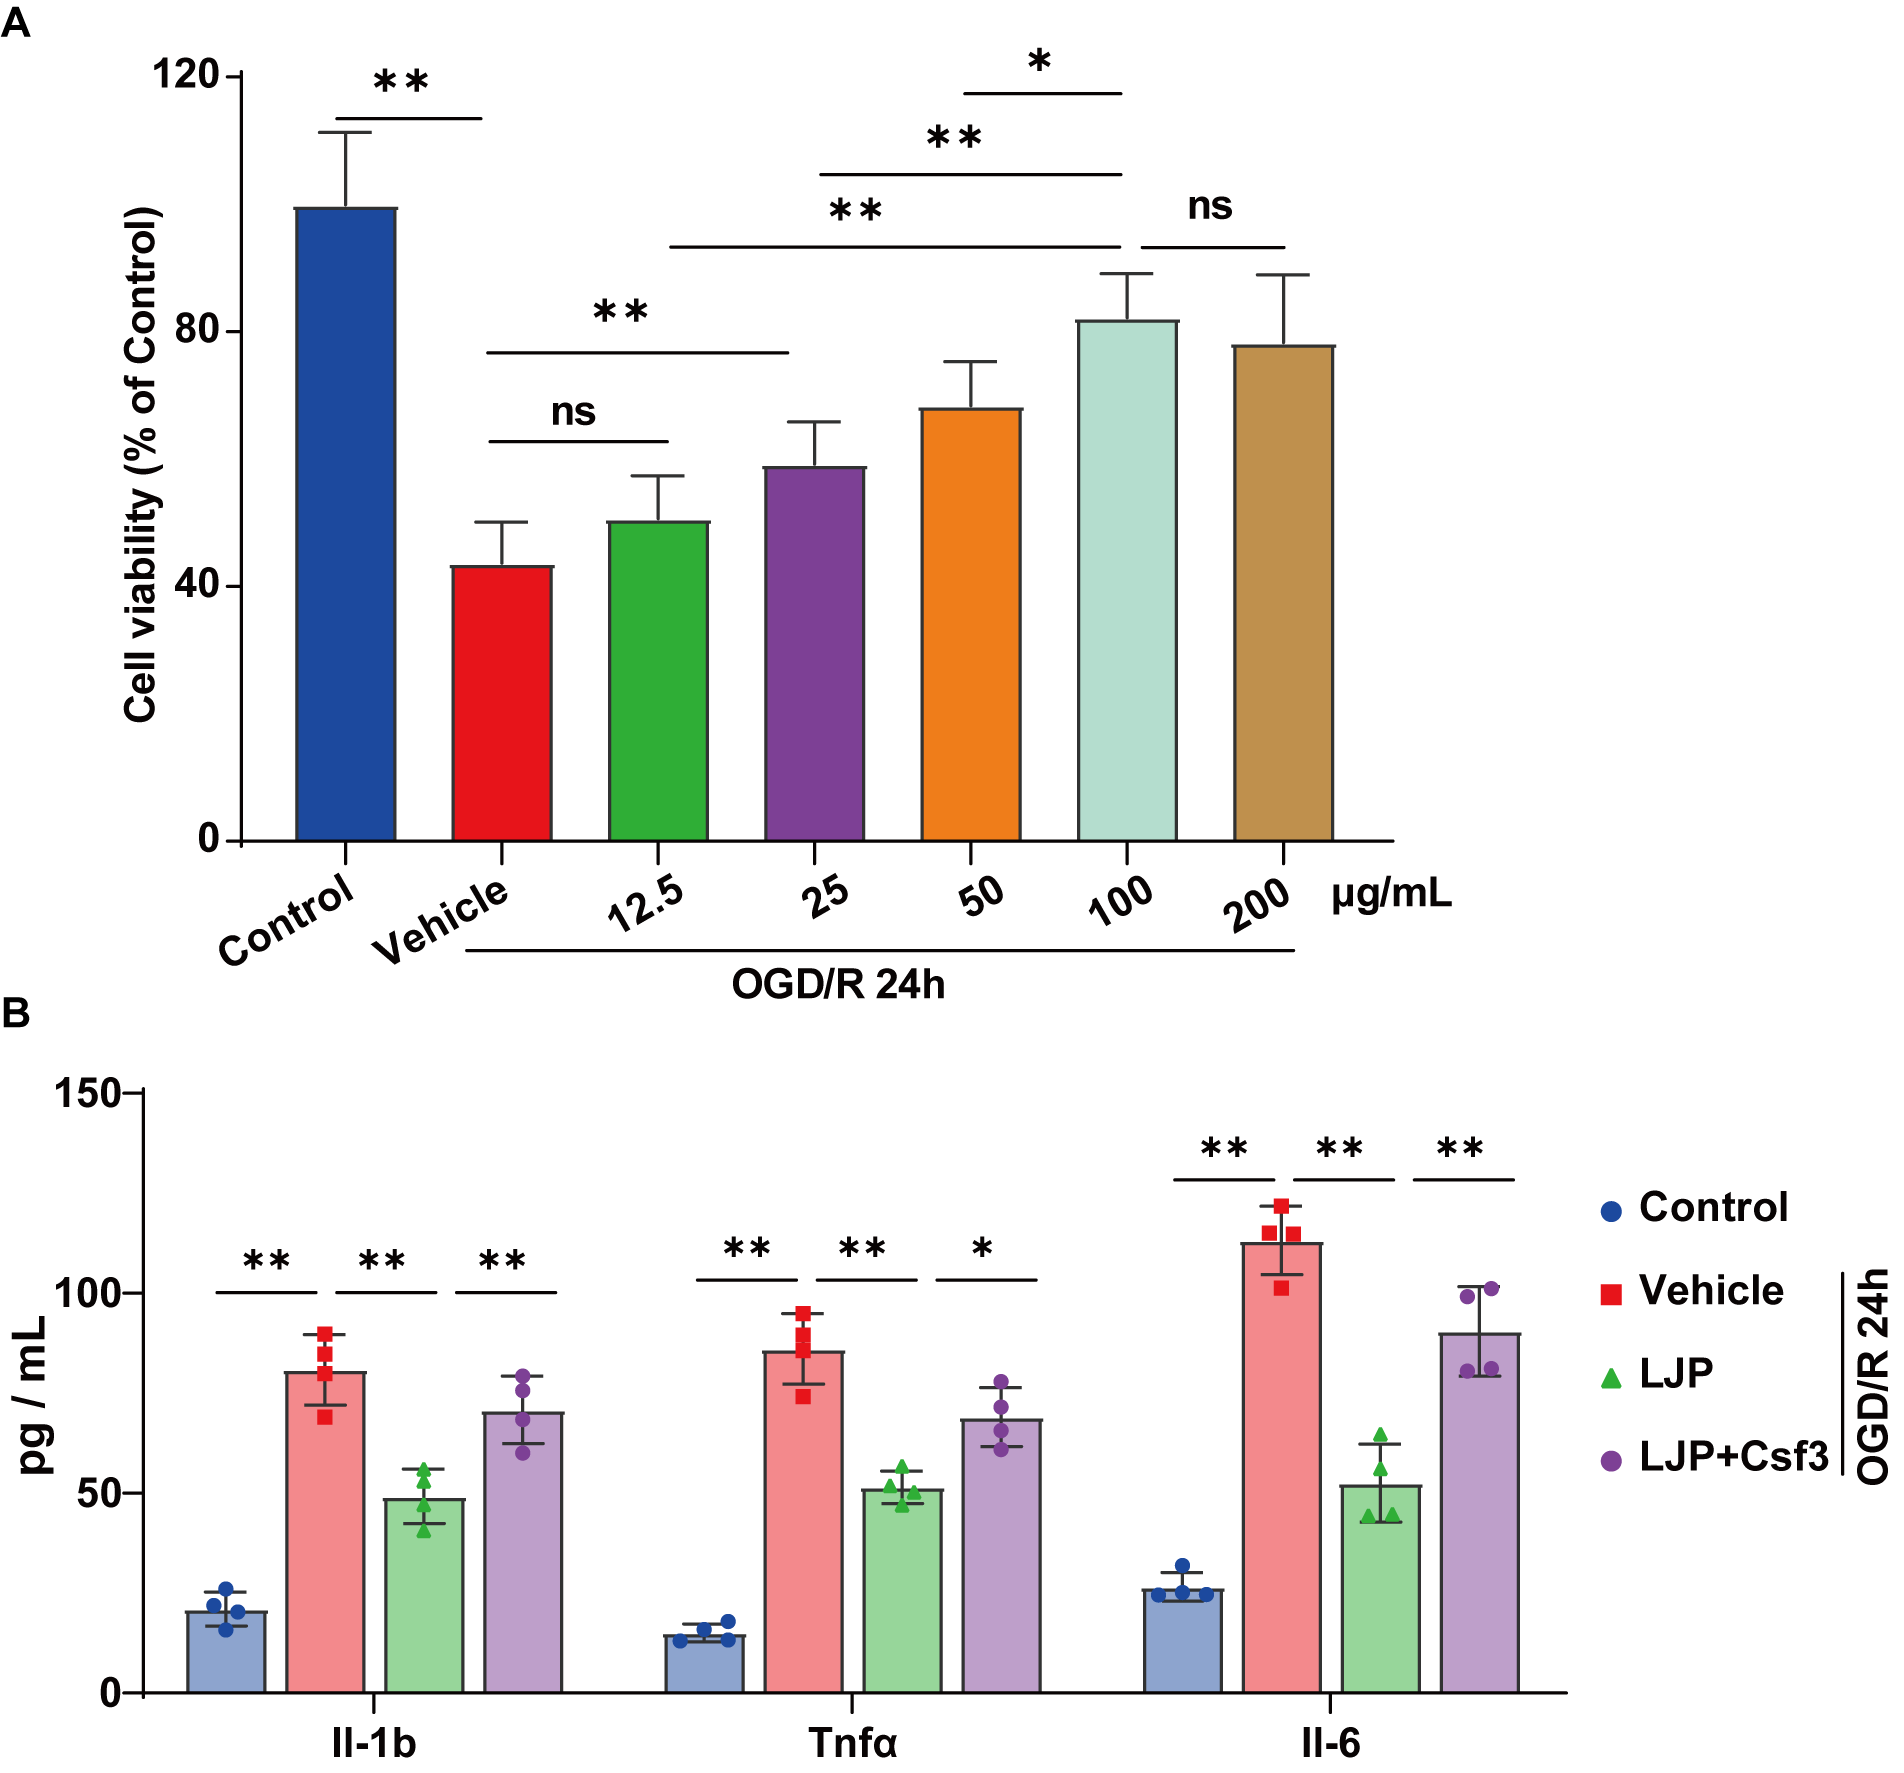

Figure S4. LJP attenuates OGD/R-induced inflammation in BV2 microglia via Csf3. A. CCK-8 assay of cell viability. B. ELISA present the levels of IL-1b, Tnfα and Il-6 were detected in the supernatant of OGD/R-stimulated BV2 cells (n = 4). Data: mean ± SD; **p* < 0.05, ***p* < 0.01 vs. sham/vehicle/LJP.

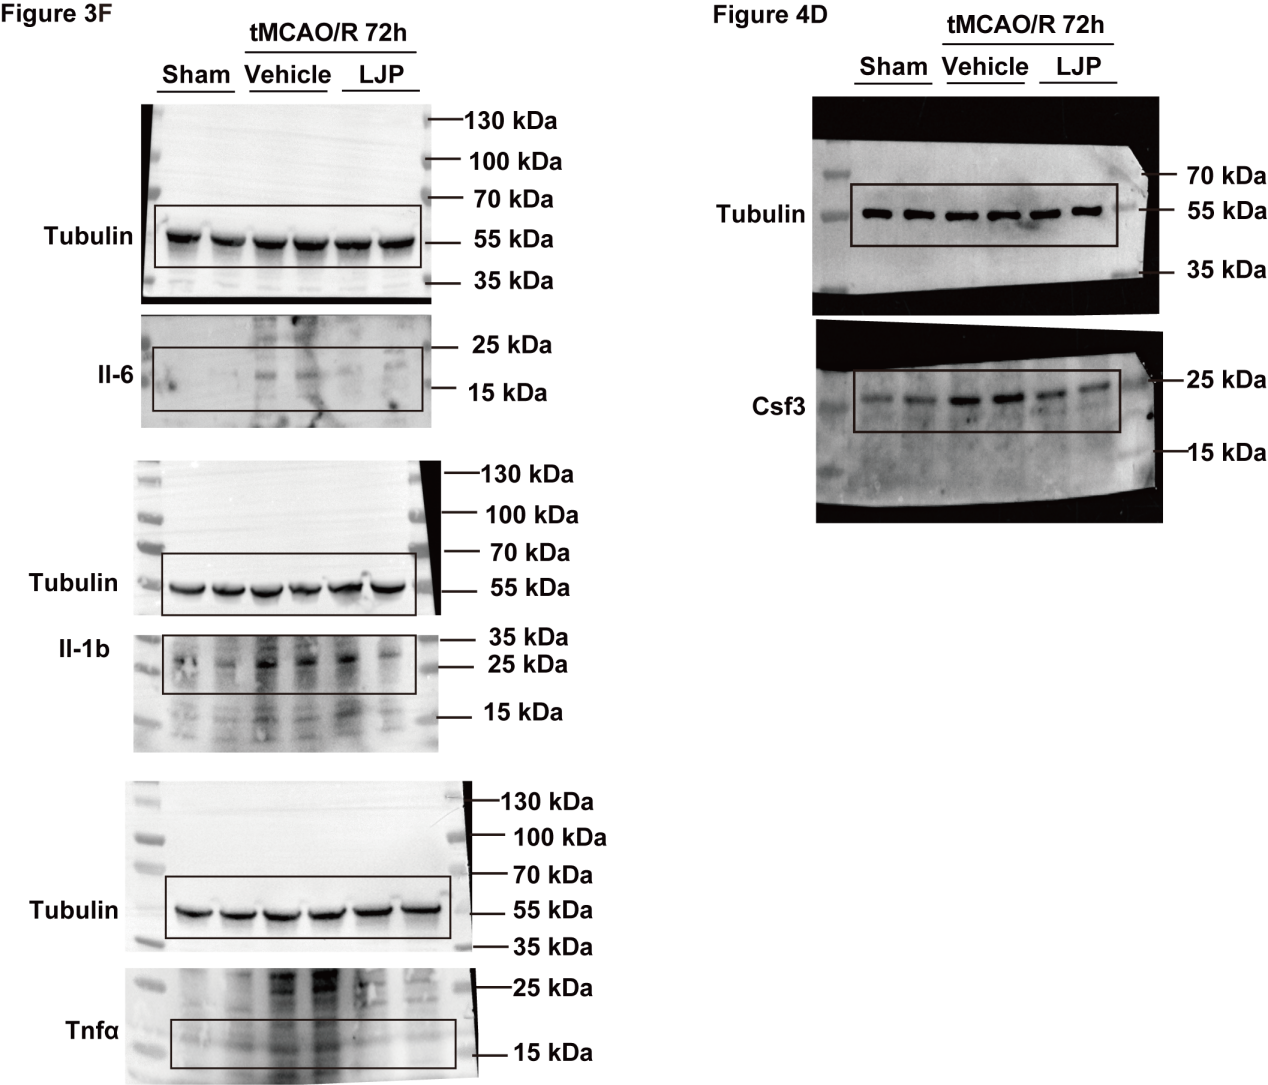

Figure S5. Original scan of the blots presented in the main text. Related to Figure 3F and Figure 4D.

# Supplementary material for: Laminaria japonica polysaccharide mitigates acute neuroinflammation in cerebral ischemia-reperfusion injury through Csf3-modulated pathways
**Source:** Front Immunol. 2026 Apr 23;17:1801746. doi: 10.3389/fimmu.2026.1801746
**Supplement:** Supplementary file 1

**Table S1.** Experimental Groups

Experiment 1: Dose Optimization (40 mice total)

| Group | Initial n | Died Post - Surgery | Cerebral Hemorrhage | No Infarct (Excluded) | Final n (3 Days Post - tMCAO) |
| --- | --- | --- | --- | --- | --- |
| Sham | 8 | 0 | 0 | 0 | 8 |
| Vehicle | 8 | 2 | 1 | 0 | 5 |
| LJP-L | 8 | 2 | 1 | 0 | 5 |
| LJP-M | 8 | 1 | 0 | 1 | 6 |
| LJP-H | 8 | 1 | 0 | 1 | 6 |

Experiment 2: Confirmatory Study (36 mice total)

| Group | Initial n | Died Post - Surgery | Cerebral Hemorrhage | No Infarct (Excluded) | Final n (3 Days Post - tMCAO) |
| --- | --- | --- | --- | --- | --- |
| Sham | 10 | 0 | 0 | 0 | 10 |
| Vehicle | 13 | 3 | 1 | 0 | 9 |
| LJP-M | 13 | 2 | 1 | 0 | 10 |

# Supplementary material for: Laminaria japonica polysaccharide mitigates acute neuroinflammation in cerebral ischemia-reperfusion injury through Csf3-modulated pathways
**Source:** Front Immunol. 2026 Apr 23;17:1801746. doi: 10.3389/fimmu.2026.1801746
**Supplement:** Supplementary file 1

Table S2. Primers used for qRT-PCR

| mRNA | Forward primer | Reverse primer |
| --- | --- | --- |
| *β*-actin | GGCTGTATTCCCCTCCATCG | CCAGTTGGTAACAATGCCATGT |
| Csf3 | AAGCTGTGTCACCCCGAGGAG | TGGAGCTGGCTTAGGCACTGT |
| Tnfα | CCCTCACACTCAGATCATCTTCT | GCTACGACGTGGGCTACAG |
| IL6 | TAGTCCTTCCTACCCCAATTTCC | TTGGTCCTTAGCCACTCCTTC |
| IL-1b | AATACCACTTGTTGGCTTA | TGTGATGTTCCCATTAGAC |

# Supplementary material for: Laminaria japonica polysaccharide mitigates acute neuroinflammation in cerebral ischemia-reperfusion injury through Csf3-modulated pathways
**Source:** Front Immunol. 2026 Apr 23;17:1801746. doi: 10.3389/fimmu.2026.1801746
**Supplement:** Supplementary file 1

Table S3. Monosaccharide Composition and Molar Ratios of Purified Laminaria japonica Polysaccharide (LJP)

| Monosaccharide Component | Abbreviation | Molar Ratio | Relative Content (%)^1^ |
| --- | --- | --- | --- |
| Fucose | Fuc | 0.506 | 53.3 |
| Galacturonic acid | GalA | 0.204 | 21.5 |
| Glucuronic acid | GlcA | 0.106 | 11.2 |
| Mannose | Man | 0.088 | 9.3 |
| Arabinose | Ara | 0.045 | 4.7 |

¹Relative content was calculated based on the molar ratio of each monosaccharide to the total sum of all monosaccharide molar ratios (total = 0.949), expressed as a percentage.

How the deposited data were processed for this re-analysis (not part of the article)

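RNA was sequenced from the ischemic hemispheres of 12 mice, 4 each in the Sham, Vehicle and LJP groups. The authors deposited a table of raw counts per gene and mouse. By the paper's methods, poly(A) RNA was made into libraries and sequenced as paired-end reads, and DESeq2 was used for the comparisons. The paper's text does not name the aligner, the counting tool, the strand setting or the handling of reads shared between genes. Gene positions in the deposited count table match GRCm38. The table names 39756 genes, of which 30210 had a count in at least 1 mouse. Group and replicate were taken from the sample labels and the paper's methods.

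Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with too few counts were removed by filterByExpr, which left 17558 genes, TMM factors were computed, and a quasi-likelihood model with a coefficient per group was fitted to all 12 mice. Vehicle was compared with Sham, LJP with Vehicle, and LJP with Sham. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p below 0.05 were counted as changed. The thresholds of the paper's methods, an absolute log2 fold change over 0.58 with an unadjusted p below 0.01, were applied as well. Log2 CPM values used a prior count of 2. Pathway lists were tested with limma 3.58.1 (camera at a preset correlation of 0.01, and fry). Reactome sets came from fgsea 1.28.0. Exact permutation tests enumerated all splits of the mice and were two-sided; for genes removed by the filter they used log2 of CPM plus 0.5. Plots were drawn with matplotlib 3.10.9, and scipy 1.17.1 adjusted the p-values of list scores.

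Total counts per mouse lay between 17960353 and 22216315. A floor of 3 counts, the upper limit that a count of 0 allows, corresponds to 0.129 to 0.173 CPM. Intervals and floors cover counting error only.

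The genes named in the text were chosen by a rule. It takes every gene that the paper names for these samples or its heatmap, the 5 higher and 5 lower genes with the smallest p-values in each comparison among those with an adjusted p below 0.05, an absolute log2 fold change over 1 and no overlap between groups (or, where none passed, the 3 with the smallest p-values), and the 3 genes with the smallest p-values in each pathway list. The comparisons, this rule, the pathway and cell type lists and the processing alternatives were fixed before the data were examined. The alternatives were DESeq2 1.42.0, other normalizations (RLE and library size only), no filter on low counts, a fit of only the 2 groups compared, the replicate number as a block, other p thresholds, other set tests and sets, and leaving out each mouse in turn. The pathway lists were written from general knowledge, since the KEGG sets were not used here.

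The test was also run on simulated counts for the same 17558 genes with known changes in 200 of them. These 200 were drawn only from genes with high mean counts. Each gene varied independently, and no response to ischemia was simulated. The test recovered 178 (89%), and 7 of its 185 calls (3.78%) were false. The median absolute error of the log2 fold change was 0.109. In the comparison with no simulated change the test made 1 false call. These values do not cover genes with few counts, such as Csf3, or mice that differ in the severity of ischemia. The deposited counts had been analysed with edgeR before this check was made.

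Samples were checked for duplicates: pairs of mice in a group differed by more than the sampling noise, with a chi-square per degree of freedom of at least 2.48. Counts of Xist and Ddx3y were those of males in all 12 mice, with at most 9 counts of Xist and at least 522 of Ddx3y. Assays other than RNA sequencing and the human dataset were not analysed here.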

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

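No test in this part was chosen after its result was seen. For 75 results in 3 groups of 4 mice each, 1 mouse was compared with the others of its group by the gap to its nearest neighbor over the range of the group. In 10 of 225 groups this ratio passed Dixon's critical value of 0.829, where chance gives 11.2, so such groups were no more frequent than by chance. Whether they gather in 1 mouse was not tested, and Sham mouse 1 came up most often. No technical or biological explanation was tested for single mice. Sham mouse 1 was lowest in its group for Mmp19 (0.92), Gfap (0.919), Tnfrsf12a (0.914) and Plcg2 (0.83). Sham mouse 4 was lowest for Tlr7 (0.841), and Sham mouse 2 was highest for Tlr2 (0.9). Vehicle mouse 3 was highest for Mei4 (0.894) and Vehicle mouse 2 lowest for Vamp9 (0.851). LJP mouse 4 was lowest for Bcl2a1d (0.904). LJP mouse 1 was highest for Sftpb (1.0), where it had 2 counts and the other LJP mice 0, a difference within counting error.

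A comparison that the paper does not print, the LJP against the Sham group, gave 834 genes with an edgeR adjusted p below 0.05, 676 higher and 158 lower in the LJP group. Of the 35 splits of the 8 mice into 4 and 4, 1, the real one, gave a count as large. This argues against a random division of the mice as the source. The design confounds LJP with ischemia in this comparison, since LJP mice underwent tMCAO and Sham mice did not, and a remaining response to ischemia is a biological explanation that stays open. The count moved with single mice, to 2377 genes without Vehicle mouse 2, although that mouse is in neither group and enters through the shared estimate of the spread. The technical explanations of depth, GC content and gene length were not tested for this comparison.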

How the results depend on the processing

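Csf3 kept its direction and its side of the threshold in both comparisons under every alternative run. Its fitted log2 fold change with single mice left out lay between 5.79 and 7.12 for the Vehicle against the Sham group, and between -7.21 and -6.34 for the LJP against the Vehicle group; these fitted values are no bounds, since one group is at the floor.

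The counts of genes that differ between the LJP and Vehicle groups depended on the processing. In place of 4 genes, DESeq2 gave 2313 (672 higher, 1641 lower) and no filter on low counts gave 593, while a fit of only the 2 groups compared gave 2, Csf3 and Scgb1a1. Leaving out single mice gave from 3 to 3836 genes, with 3836 without Vehicle mouse 3 and 2109 without Vehicle mouse 4. Sftpa1 lost its call with only the 2 groups compared (adjusted p = 0.161), and Sftpb did so there (adjusted p = 0.208) and in 9 of the 12 fits without single mice. For the LJP against the Sham group, DESeq2 gave 1458 genes and only the 2 groups compared 4062 in place of 834, and leaving out single mice gave from 392 to 2377. The cause of these shifts was not tested. For the Vehicle against the Sham group, the count of 7014 stayed within 1.5 times under each of these choices, from 5297 to 8120 with single mice left out; with scaling to library size only it was divided into 4737 higher and 2299 lower genes in place of 3982 and 3032.

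At the paper's thresholds, the LJP against the Vehicle group gave 1223 genes, and 607 with only the 2 groups compared, 2181 at an unadjusted p below 0.05 and 4 at an adjusted p below 0.05. With single mice left out the count lay between 640 and 2236. Genes changed in opposite directions numbered 1073, as did the overlap in either direction, an alternative added after seeing the data, and 517, 1871 and 1 under those 3 choices, and from 558 to 2011 with single mice left out, with 2011 without Vehicle mouse 3. The Vehicle against the Sham group gave from 2809 to 4712 genes with single mice left out. The smaller counts at an adjusted p follow from the stricter threshold; the cause of the others was not tested.

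Of the pathway lists, 4 passed in the Vehicle against the Sham group and 5 in the LJP against the Vehicle group, and 0 in either when camera estimated the correlation between genes. With single mice left out, 4 to 4 and 4 to 5 lists passed. In place of the MAPK list, a narrower Reactome set of MAP kinase targets and nuclear events was used. Its direction was opposite, with a median of -0.26 in the first comparison and 0.07 in the second. The median share of the ischemic response that remained under LJP was 40.14%, from 31.77% to 57.52% with single mice left out. It was 32.85% with all 4 Vehicle mice and 66.43% for the genes lowered by ischemia.

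Aif1 in the LJP against the Vehicle group ranged from -0.27 to 0.09 with single mice left out and reversed to 0.03 without Vehicle mouse 2, 0.09 without LJP mouse 2 and 0.04 without LJP mouse 4, and Bcl2a1d ranged from -0.25 to 0.08, the latter without LJP mouse 4; neither gene passed the threshold in these fits. Over the 144 results for single genes and lists there were 2612 values under the alternatives, of which 2393 kept direction and side of the threshold, 33 lost their call, 180 gained one and 6 reversed.

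The replicate numbers of the groups do not pair the mice: the deviations of same-numbered mice from their group means had correlations between -0.322 and 0.114 across genes, with 1 of 12 over 0.1. With the replicate number as a block, 2 genes (Csf3 and Scgb1a1) differed between the LJP and Vehicle groups and 464 between the LJP and Sham groups, 791 passed the paper's thresholds for the LJP against the Vehicle group and 670 did so in opposite directions. At totals of 17960353 to 22216315 counts, genes such as Il6 lie at the floor in 2 groups, and their folds are bounds.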

Differences from the paper's values

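The paper reports 156 genes in the overlap of the Sham-Vehicle and Vehicle-LJP comparisons and does not name their directions. At the thresholds of the paper's methods 1073 genes passed in both comparisons here, all in opposite directions. The overlap in either direction was counted only after the data had been seen. None of the 21 alternatives set before the data were examined closed the gap; they gave an overlap of 1 to 2011 genes.

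In the paper's volcano plots, read by eye, about 630 genes are higher and about 140 lower in the Vehicle group (Figure 4A), against 2685 and 1122 here. None of the 21 alternatives closed either gap. About 120 genes are higher and about 190 lower in the LJP group (Figure 4B), against 188 and 1035 here. For the higher genes 11 of the 21 alternatives came within 1.5 times of the paper's number: scaling to library size only with 171, the replicate block with 149, and the fits without Sham mouse 1 (149), Sham mouse 2 (150), Sham mouse 3 (147), Sham mouse 4 (149), Vehicle mouse 1 (106), Vehicle mouse 2 (105), LJP mouse 1 (122), LJP mouse 2 (90) or LJP mouse 4 (102). For the lower genes none did. DESeq2, the paper's tool, gave 314 higher and 1395 lower genes at the paper's thresholds, both further from the paper's numbers than edgeR. Over the 21 alternatives the higher genes ranged from 0 to 656, with 656 without Vehicle mouse 3.

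By qPCR, Csf3 is about 3.9-fold higher in the Vehicle than in the Sham group in Figure 5C, read by eye, against at least 19.8-fold by RNA sequencing here, and the 10 alternatives that change this fold gave lower bounds from 17.2 to 21.7. Tnf is about 3.2-fold higher in Figure 3, read by eye, against 13.6-fold here. This fold rests on Tnf counts of 0, 1, 4 and 0 in the Sham mice, and without Sham mouse 3 it is a lower bound, at least 5.36-fold; the other 9 alternatives gave from 10.2 to 15.7. For Csf3 and Tnf none came within 1.5 times of the paper's numbers, but the size of the Tnf difference is open. For Il1b, about 6.1-fold higher by eye, the fold here was 14.5, with 8.49 to 18.7 under the alternatives. For Il6, about 4.3-fold higher by eye, the lower bound here was 4.71. A lower bound does not give the size of the fold, so how near the 2 assays are for Il6 cannot be judged. The alternatives gave lower bounds for Il6 from 1.74 to 6.18. These are different assays, and whether the same mice were used was not examined.

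In Supplementary Tables 4 and 5, of which 1998 rows each were compared, the normalized counts equal the deposited counts times a factor per mouse in all but 7 of 15984 values per table, with a largest relative difference of 9.3e-06. The 7 values are the same in both tables and belong to Vehicle mice. For Adam8 the paper's tables give 1004 in Vehicle mouse 2, 800.6 in Vehicle mouse 3 and 771.8 in Vehicle mouse 4, against 1604, 500.6 and 471.8 from the deposited counts. For Adamts14 they give 226 in Vehicle mouse 2 and 258 in Vehicle mouse 3, against 426 and 57.8. For Anxa2 they give 2473 in Vehicle mouse 2 and 2902 in Vehicle mouse 3, against 4473 and 902. The differences are -600, 300 and 300 for Adam8, -200 and 200 for Adamts14, and -2000 and 2000 for Anxa2. The Vehicle means are equal in both (969, 175.4 and 2234), while the SD over the 4 Vehicle mice is 244 in the paper's tables against 572 for Adam8, 78.1 against 169 for Adamts14 and 690 against 1603 for Anxa2. The paper's text does not mention a step that would change these values, and no alternative here bears on them. The deposited counts were used throughout.

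The paper states from immunofluorescence that LJP raised CD206, while its gene Mrc1 had a log2 fold change of -1.60 in the LJP against the Vehicle group here (edgeR adjusted p = 0.0755), of which most comes from Vehicle mouse 2; without it the value was -0.60 (edgeR adjusted p = 0.131). The paper states that cells with both Iba1 and CD86 were fewer under LJP, while Aif1 (-0.08, edgeR adjusted p = 0.855) and Cd86 (-0.45, 0.38) did not differ here. RNA of a hemisphere and the stained cells are different measures. The paper names MAPK signaling among the pathways activated by ischemia, and the MAPK list did not pass camera here (adjusted p = 0.125); it passed under fry (0.000831).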

Other observations

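The tests of Csf3 and of lung transcripts in this part were chosen only after those results had been seen, as were the score per mouse of the ischemic response and the tissue lists. The tests of depth, GC content, gene length and splits of the mice were written before their results were seen.

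Other splits of the mice were compared with the real groups. Of the 35 splits of 8 mice into 4 and 4, 1, the real one, gave as many as 7014 genes with an adjusted p below 0.05 for the Vehicle against the Sham group, and 1 as many as 4 genes for the LJP against the Vehicle group. At the paper's thresholds, 1 split gave as many as 3807 genes for the Vehicle against the Sham group. For the LJP against the Vehicle group 2 gave as many as 1223, and 2 as many as 1073 in opposite directions, so a share under 0.05 was not reached. The other split in both counts exchanges Vehicle mouse 3 and LJP mouse 3, and so keeps most of the real labels. For genes in opposite directions, each split other than the real one was given the larger count of its 2 labelings. These 2 counts therefore do not decide whether the real groups stand apart. For the pathway lists, 16 splits gave at least 4 lists in the Vehicle against the Sham group and 5 gave 5 lists in the LJP against the Vehicle group, but at most 5 lists can pass and many splits reach that number or come close, so this count decides nothing. The scores per mouse separated the Vehicle from the Sham mice in all 5 lists (exact permutation p = 0.0286), and did not separate the LJP from the Vehicle mice in any (exact permutation p = 0.0571). Across genes, the log2 fold changes of the comparisons that share the Vehicle group had a correlation of -0.805, where simulations without an LJP effect gave from -0.192 to -0.147; genes are not independent replicates, and these simulations vary each gene independently and so do not cover mice that differ in the severity of ischemia.

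More genes were lower than higher in the LJP than in the Vehicle group at the paper's thresholds, 84.6% of them. With every library thinned to the smallest total the share was 85.8%, after a correction for gene length 81.5%, and after a correction for GC content 76.4%, with a GC value for 85.8% of genes. The excess therefore stayed under all 3, which argues against each of these as the whole source, although the GC correction lowered it. A smaller ischemic response in the LJP group is a biological explanation that stays open, and so is a difference between the groups in infarct size by chance, which the design with 4 mice per group cannot separate from it.

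Of the rise of genes in the Vehicle group, a median share of 40.14% remained in the LJP group (SD over the LJP mice 20). This estimate lay between 29.5% and 61.4% depending on the Vehicle mice used, and was 32.85% with all 4 of them. The shares of the LJP mice were 44.4%, 23.1%, 63.9% and 21.8%. A score over 1309 genes raised by ischemia was 1.99, 2.75, 1.45 and 1.67 in the Vehicle mice and 1.32, 0.881, 1.59 and 0.853 in the LJP mice (exact permutation test, p = 0.0571), so the scores of LJP and Vehicle mice overlapped.

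Csf3 had counts in all 4 Vehicle mice and at most 2 in any Sham or LJP mouse. Reads from neighboring genes would need these to change as Csf3 does, and the largest log2 fold change of Psmd3 and Med24 was 0.41, in Psmd3. RNA carried over from lung would bring Csf3 into the Sham mice, whose Scgb1a1 counts are like those of the Vehicle mice, and the Sham mice had 3 Csf3 counts in all. Both values argue against these explanations. Regulation by ischemia and by LJP stays open as a hypothesis, since it was found and tested on the same data. For LJP, handling of its libraries apart from the others was not separated from treatment either.

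Of the 4 genes that differed between the LJP and Vehicle groups, Scgb1a1, Sftpa1 and Sftpb are genes of lung. At the share of the other 8 mice, the LJP mice would hold 399 Scgb1a1 counts and held 0, so sequencing depth is not the source. Gene lists for 11 tissues were then looked at. The first lung list, of 27 genes without these 3, was written before the counts of its genes were printed. Its mean log2 level did not differ between the LJP and Sham groups (exact permutation test, p = 0.571, adjusted p = 0.698 over the 11 lists) and was lower in the LJP than in the Vehicle group (p = 0.0286, adjusted p = 0.225), with 12 of 27 genes lower in the LJP group than in both. None of the 11 lists separated the LJP group from both others. A later list of 15 genes, which holds these 3 and was written after the counts had been seen, did separate it (exact permutation p = 0.0286 in each comparison); since its genes were picked with their counts in view, this is no test. Brain also expresses many genes of the first list, such as Abca3 and Ctsh. Handling of the LJP libraries apart from the others and treatment with LJP cannot be told apart, because the design gives both the same groups. This limit holds for every result of the LJP against the Vehicle group, Csf3 and the pathway lists included.

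Scores of cell type lists, as the mean log2 change from the Sham group, were compared between the Vehicle and LJP groups with exact permutation tests, unadjusted over the lists. Endothelial cell genes had a mean of 1.03 in the Vehicle and 0.093 in the LJP group (exact permutation p = 0.0286). Both endothelial means depend on single mice: that of the Vehicle group was 0.653 without Vehicle mouse 2, and that of the LJP group 0.154 without LJP mouse 2 and 0.021 without LJP mouse 3. Erythroid genes had means of 2.39 and 0.443 (exact permutation p = 0.0286), the latter 0.27 without Sham mouse 3. Scores of 3.88 and 1.92 were found for neutrophil genes, 3.73 and 1.49 for infiltrating monocytes and macrophages, 4.05 and 2.67 for reactive astrocytes and -2.46 and -1.12 for striatum (exact permutation p = 0.0571 for each). For striatum the difference between the groups was 1.34, and 0.627 without Vehicle mouse 2. By exact permutation, p was also 0.0571 for thalamus and the Y chromosome, 0.0857 for cerebellum, 0.143 for neurons, 0.171 for choroid plexus, 0.2 for cortical excitatory neurons and for immediate early genes, 0.6 for oligodendrocytes and 0.657 for homeostatic microglia. Genes of X inactivation had too few counts for a score. No explanation was tested for these scores.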
